# Functional Comparison of Chronological and *In Vitro* Aging: Differential Role of the Cytoskeleton and Mitochondria in Mesenchymal Stromal Cells

**DOI:** 10.1371/journal.pone.0052700

**Published:** 2012-12-28

**Authors:** Sven Geißler, Martin Textor, Jirko Kühnisch, Delia Könnig, Oliver Klein, Andrea Ode, Tilman Pfitzner, James Adjaye, Grit Kasper, Georg N. Duda

## Abstract

Mesenchymal stromal cells (MSCs) are of high relevance for the regeneration of mesenchymal tissues such as bone and cartilage. The promising role of MSCs in cell-based therapies and tissue engineering appears to be limited due to a decline of their regenerative potential with increasing donor age, their limited availability in human tissues and the need of *in vitro* expansion prior to treatment. We therefore aimed to determine to which degree *in vitro* aging and chronological aging may be similar processes or if *in vitro* culture-related changes at the cellular and molecular level are at least altered as a function of donor age. For that purpose we established MSCs cultures from young (yMSCs) and aged (aMSCs) rats that were cultured for more than 100 passages. These long-term MSCs cultures were non-tumorigenic and exhibited similar surface marker patterns as primary MSCs of passage 2. During *in vitro* expansion, but not during chronological aging, MSCs progressively lose their progenitor characteristics, e.g., complete loss of osteogenic differentiation potential, diminished adipogenic differentiation, altered cell morphology and increased susceptibility towards senescence. Transcriptome analysis revealed that long-term *in vitro* MSCs cultivation leads to down-regulation of genes involved in cell differentiation, focal adhesion organization, cytoskeleton turnover and mitochondria function. Accordingly, functional analysis demonstrated altered mitochondrial morphology, decreased antioxidant capacities and elevated ROS levels in long-term cultivated yMSCs as well as aMSCs. Notably, only the MSC migration potential and their antioxidative capacity were altered by *in vitro* as well as chronological aging. Based on specific differences observed between the impact of chronological and *in vitro* MSC aging we conclude that both are distinct processes.

## Introduction

Mesenchymal stromal cells (MSCs) are highly proliferative cells that are able to home to and engraft in different tissues and finally differentiate into functional osteoblasts, chondrocytes and/or adipocytes [1]. Their healing-promoting properties result not only from their ability to differentiate into functional mesenchymal cells, but also from their paracrine effects. For instance MSCs serve as source of cytokines and proteinases essential to angiogenesis and matrix-remodeling such as VEGF, MMPs, TGF-β, and bFGF [2], [3]. Advantageously, MSCs can be directly obtained from patient's bone marrow or adipose tissue, thereby avoiding ethical and safety issues associated with the use of embryonic stem cells (ESCs) or induced pluripotent cells (iPSC). Thus, MSCs are thought to be an attractive cell source for cell-based therapies and tissue engineering. In experimental approaches the regenerative capability of MSCs has been validated for femoral head necrosis, osteogenesis imperfecta, large bone defects, infantile hypophosphatasia, GVHD, cartilage defects and tendon repair [4]–[7].

Even though MSCs therapies have been successful *in vitro* and in animal settings, a broad clinical application of such therapies is still missing [1]. One reason may be that in mammals the regeneration potential of mesenchymal tissues declines with age, which might be at least partially due to age-related changes in MSC quantity and quality [8], [9]. We and other groups demonstrated that chronological aging of the donor is associated with a decline of MSC number, reduced migration potential and diminished differentiation capacity [10], [11]. On the molecular level these changes in cellular function were attributed to decreased cytoskeleton turnover, lower antioxidant activity and higher susceptibility towards senescence.

Similarly, also extended MSC expansion *in vitro* seems to compromise their regenerative function. In this regard, earlier studies already questioned the capability of endless MSC expansion, which may result in loss of progenitor properties and in malignant transformation [12], [13]. This indicates that MSC-based therapeutic strategies require reliable markers for phenotypic, functional and genetic characterization of employed cell population after *in vitro* expansion.

Since both individual chronological (*in vivo*) aging and *in vitro* aging, due to long-term cultivation, affect MSCs characteristic, the question arises to which degree these two processes differ and in which respect they may be similar. Recently, it has been hypothesized that chronological and *in vitro* aging of human MSCs induce similar alterations in gene expression [14]. Thus, the aims of this study are to determine a) to which extent *in vitro* and *in vivo* aging are related processes leading to similar cellular and molecular alterations, and b) if long-term culture-related changes are altered as a function of the chronological age.

## Materials and Methods

### Ethics Statement

All experiments involving the use of animals were in compliance with the German Animal Welfare Act (TierSchG §4 [3]) and were approved by State Office of Health and Social Affairs Berlin (Permit Number: IC113-Reg 0232/07).

### MSC isolation

MSCs were isolated from the bone marrow of three week and 12 months old male Sprague-Dawley rats (Harlan Winkelmann, Germany, www.harlan.com), selected by plastic adherence and cultured in expansion medium (EM) [10]. Culture medium was substituted twice a week and cells were harvested after reaching 70–80% confluence using trypsin. Cell number and cell diameter distribution of trypsinized MSCs were determined using the cell counter CASY TT (Roche, Germany, www.roche-applied-science.com). The MSC cell surface marker expression was validated using flow cytometry with specific antibodies (Table S1) as previously described [15].

### Functional assays

#### Proliferation

For short term proliferation assays, 2000 MSCs/cm^2^ were seeded onto 96-well plates (96-MTP). Cell number was measured one and four days after seeding using CyQuant® assay (Promega, Germany, www.promega.com) according to manufactures instruction.

#### Migration

Modified Boyden chamber assay was performed as described elsewhere [10]. Briefly, 1×10^4^ MSCs were seeded and incubated for 5 h at 37°C. Non-migrated cells were removed from the upper side; remaining cells stained with 10 µg/ml Hoechst-33342 (Invitrogen, Germany, www.invitrogen.com) and counted in ten microscope regions per filter (10× magnification), for two filters per sample. The average numbers of migrated cells were analyzed using the NIH ImageJ (http://rsb.info.nih.gov/nih-image/).

#### Differentiation

Osteogenic differentiation of confluent MSCs was induced by using osteogenic media (OM) [10] supplemented either with dexamethasone or BMP2. The matrix mineralization was visualized with Alizarin Red staining. Quantification was achieved by measuring the absorbance of Alizarin Red (OD_AR_) that was normalized to cell number determined by alamarBlue® (OD_AB_) (Invitrogen). Adipogenic differentiation was induced by using adipogenic medium (AM) [10] and quantified after Oil red O (OR) staining which was normalized to cell number.

### Western blot

The Novex® system was employed according to the Invitrogen NuPAGE® protocol. Primary antibodies were mouse(α-rat CDKN2A/p16^INK4a^), mouse(α-rat CDKN1A/p21^WAF1/Cip1^) (1∶1000, Abcam, Germany, www.abcam.com) and mouse(α-rat GAPDH) (1∶7000, Abcam). As secondary antibody goat(α-mouse IgG)peroxidase was utilized. Band intensities were quantified by NIH ImageJ software package (http://rsb.info.nih.gov/ij/).

### Anchorage-independent growth assay

Soft agar assay was used in order to investigate cell transformation of long-term cultivated MSCs. The assay was performed as previously described [16]. Briefly, the assay consists of a lower layer (1.2% agar) and an upper layer (0.6% agar) in a 6-well plate. The cells were suspended in the upper layer. The assay was incubated at 37°C and 5% CO2 for 2–3 weeks. Subsequent, the plates was stained with 0.2% neutral red for 1 h. After washing with PBS, colonies were counted directly using a microscope.

### llumina Bead Chip Hybridization

Total RNA was isolated using Trizol® (Invitrogen) reagent as describes previously [17] and purified using Qiagen RNeasy® mini kit (Qiagen, Germany, www.qiagen.com) according to manufacturers instruction. Illumina® BeadChip hybridization was performed as described elsewhere [18]. Briefly, biotinylated cRNA was produced from 500 ng total RNA using Illumina® TotalPrep™ RNA amplification kit (Invitrogen). Illumina® RatRef-12 Expression BeadChips hybridization, washing, Cy3 streptavidin staining, and scanning were performed using Illumina® BeadStation 500 platform. Basic expression data analysis was carried out using the BeadStudio software 3.0. Raw data were background-subtracted and normalized using the “rank invariant” algorithm and then filtered for significant expression on the basis of negative control beads. Significant detection of a gene within a sample group was assessed at a detection p≤0.01. Significant regulation of a gene between two groups was assumed at differential p<0.05 and an expression ratio ≥1.5. Functional categorizing of all differentially expressed mRNAs was performed using the Database for Annotation, Visualization and Integrated Discovery (david.abcc.ncifcrf.gov) [19].

The microarray data is available at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=nvmlfscciuoocbk&acc=GSE36596) under the accession number GSE36596.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Isolated RNA was reverse transcribed using the iScript™ cDNA Synthesis Kit (BioRad, Germany, www.biorad.com) according to manufacturer's instructions. The qRT-PCR was performed in the iQ™5 Real-Time PCR Detection System (BioRad) using iQ™ SYBR® Green Supermix (BioRad) as described in [17]. All primers employed were intron spanning and their sequences are provided in Table S2. Quantification of mRNA expression of each gene was calculated with the comparative Cycle Threshold (Ct) method normalized with the housekeeping gene.

### Immunocytochemistry

Mitochondria network were stained using MitoTracker® Red CM-H_2_XRos (MTR) (Invitrogen). Cells were plated into chamber slides one day prior the staining. Cells were incubated with 300 nM MTR for 30 min at 37°C. Subsequently the cells were fixed using 4% paraformaldehyd and permeabilized with 0.1% saponin dissolved in PBS. Visualization of actin fibers and mitochondria of fixed and permeabilised cells was achieved by incubation with Alexa 594-conjugated phalloidin (6.6 nM; Invitrogen) or with specific mouse(α-rat Cytochrome C) antibody (BD Biosciences, Germany, www.bdbiosciences.com). Nuclei were stained with DAPI and goat(α-mouse IgG)-488 (Invitrogen) was used as secondary antibody. Fluorescence imaging was performed with a Leica DMI6000B live cell microscope system (Leica, Germany, www.leica.com) under identical excitation and exposure conditions. Cell area and cell roundness as well as mitochondria network area were quantified using Columbus 2.0 software (PerkinElmer, Germany, www.perkinelmer.de) and results are presented as mean ± standard error of the mean (SEM). Each experiment was conducted in triplicates and approximately 200 cells/sample were measured.

### Reactive oxygen species (ROS) measurement

Concentrations of ROS were determined using CM-H2-DCFDA (Invitrogen). Two days prior the experiment, 2000 cells were seeded per well of a 96-MTP and cultivated in EM. Subsequently, cells were washed twice with PBS and incubated with EM supplemented with 10 µM CM-H2-DCFDA for 20 min at 37°C. The resulting fluorescent signal was measured using Infinite® 200Pro plate reader (Tecan, Germany, www.tecan.com). Cells pretreated with 200 nM pyocyanin for 20 min were used as positive control. The fluorescent intensities were normalized to the cell number determined by CyQuant®.

### ATP-measurement

Cellular ATP was determined using ATPLite™ bioluminescence luciferase-based assay (Perkin Elmer) as previously described [18]. Briefly, 2000 MSCs/cm^2^ were seeded per well of a 96-MTP and cultured for 3 days. Subsequently, assay was performed according to manufacturer's instructions. Luminescence values were quantified using the provided ATP standard solution. Obtained values were normalized to cell number determined by CyQuant®.

### Antioxidant activity assay

Total antioxidant activity of cell lysates was investigated by the Trolox® equivalent antioxidant assay kit (Sigma-Aldrich, Germany, www.sigmaaldrich.com) according to manufacturer's instructions. Briefly, cells were seeded in 6-well plates and cultivated for three days. Subsequently, cell lysates were generated as described elsewhere [10] and total protein concentrations were measured. Each cell lysate were measured in triplicates using 20 µg total protein. Absorbance values were quantified against a Trolox® standard row.

### Mitochondrial membrane potential (Δψm)

Alterations in the ΔΨm were measured using MitoProbe™-JC-1 (Invitrogen, Germany) according to manufacturer's instruction. Briefly, cells were seeded on a 96-MTP and cultured for one day in EM. Subsequently, cells were incubated with 20 µM MitoProbe™-JC-1 for 30 min at 37°C in the dark. Medium was removed and cells were washed twice with PBS. The ratio of red to green fluorescence from JC-1 was quantified using Infinite® 200Pro. MSCs pre-treated with 25 µM Valinomycin served as controls for dissipation of ΔΨm.

### Statistical analysis

The SPSS 18.0 software package (SPSS Inc., Chicago, IL, USA) was used for statistical evaluation. If not stated otherwise, results from at least four independent experiments were analyzed for statistical significance using the Student's t-test. Multiple pairwise comparisons were performed by one-way analysis of variance (ANOVA, repeated measures) and p-values were adjusted using Bonferroni's p-value adjustment multiple comparison procedure. Unless otherwise specified, results are presented as mean ± standard deviation (SD). All tests were analyzed two-sided and p<0.05 was regarded as significant.

## Results

### Generation of *in vitro* aged MSCs

In order to establish *in vitro* aged MSC cultures from young (3 weeks) and aged (12 months) SD-rats, isolated MSCs were sub-cultured under standard cell culture conditions until passage 100 (P100). Unexpectedly, long-term culture of MSCs from aged (aMSCs) and young (yMSCs) rats did not diminish their proliferation rate as indicated by the number of population doublings (PD) per passage (Figure 1A). Both, aMSCs and yMSCs exhibited a similar proliferation rate throughout the long-term culture (±SD: PD_aMSC_ = 2.7±0.8; PD_yMSCs_ = 2.4±0.3; p = 0.450). All MSC cultures were maintained for more than 100 passages without ultimately reaching the state of cell cycle arrest.

**Figure 1:**
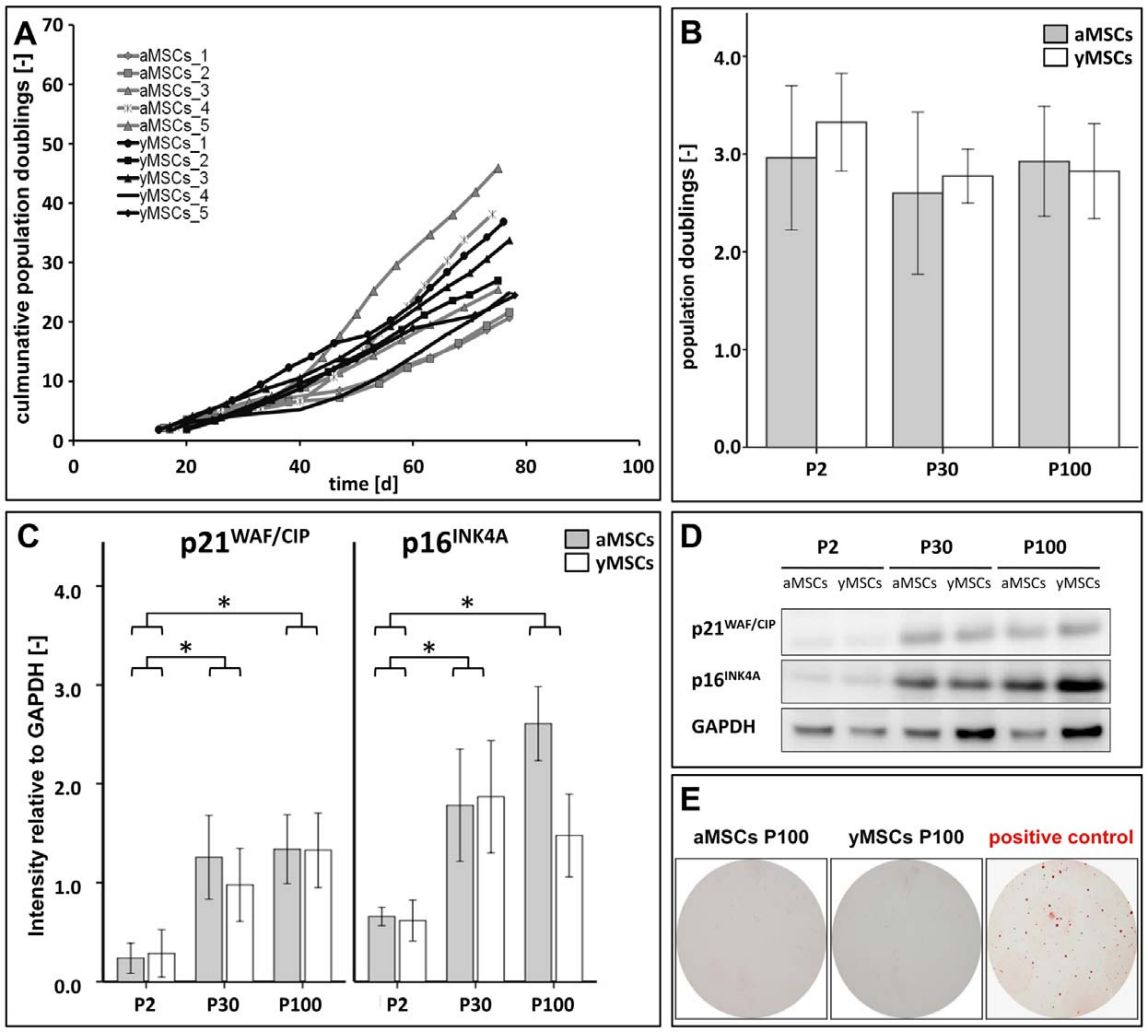
Generation and characterization of *in vitro* aged MSCs. (**A**): Cumulative population doublings of aMSCs and yMSCs during the first 80 days of culture are shown (n = 5). (**B**): Long-term cultivation has no influence on short-term proliferation rate of aMSCs and yMSCs of passage 30 and 100. Proliferation assay was performed using CyQuant®. (**C**): Graphs illustrate quantified signal intensities of p21^WAF1/CIP1^ and p16^INK4A^ relative to GAPDH. (**D**): Representative Western blots showing increased p21^WAF1/CIP1^ and p16^INK4A^ expression during *in vitro* aging. GAPDH served as endogenous control. (**E**): In anchorage-independent growth assays *in vitro* aged MSCs_P100_ did not form colonies, while the breast carcinoma cell line MDA-MB-231, which served as positive control, produced numerous colonies (n = 3). Abbreviations: aMSCs, mesenchymal stromal cells from aged donors; yMSCs, mesenchymal stromal cells from young donors; P: passage. * indicates statistical significance (p<0.05).

To further characterize the background of the *in vitro* aging process, a pair of long-term cultivated aMSCs and yMSCs of P100 (aMSCs_P100_; yMSCs_P100_) and P30 (aMSCs_P30_; yMSCs_P30_) were functionally and biochemically investigated and compared to primary MSCs of P2 (aMSCs_P2_; yMSCs_P2_). No differences in proliferation between primary and *in vitro* aged aMSCs and yMSCs of P2, P30, and P100 were determined (Figure 1B). However, Western Blot analysis revealed a significant increased expression of the cell cycle inhibitors p21 and p16 in long-term cultivated aMSCs and yMSCs of P30 and P100 compared to aMSCs and yMSCs of P2 (Figure 1C and D).

The tumorigenic potential of *in vitro* aged MSCs was estimated by an anchorage-independent growth assay. In contrast to the breast carcinoma cell line MDA-MB-231, which served as positive control, *in vitro* aged MSCs_P100_ showed no growth in soft agar (Figure 1E) indicating a non-transformed status.

Next, we analyzed alterations in morphology of MSCs upon *in vitro* aging. During the course of long-term cultivation the cell diameter of aMSCs and yMSCs decreases (aMSCs: mean_P2_ = 19±5 µm; mean_P30_ = 16±3 µm, p_P2 vs. P30_<0.001; mean_P100_ = 16±3 µm, p_P2 vs. P100_<0.001; yMSCs: mean_P2_ = 20±5 µm; mean_P30_ = 17±3 µm, p_P2 vs. P30_<0.001; mean_P100_ = 16±3 µm, p_P2 vs. P100_<0.001; Figure 2A). Morphological analysis of fixed and phalloidin stained MSCs demonstrated a significantly larger cell area of aMSCs_P2_ (mean_P2_ = 4182±100 µm^2^) and yMSCs_P2_ (mean_P2_ = 4291±97 µm^2^) compared to their *in vitro* aged counterparts (aMSCs: mean_P30_ = 3597±144 µm^2^, p = 0.019; mean_P100_ = 2045±92 µm^2^, p = 0.001; yMSCs: mean_P30_ = 3394±124 µm^2^, p<0.001; mean_P100_ = 2881±140 µm^2^, p<0.001) (Figure 2B). The observed morphological changes were not only restricted to the cell size. Compared to the primary MSCs_P2_, *in vitro* aged aMSCs and yMSCs exhibited also less filopodia and lamellipodia, diminished cell spreading and increased cellular roundness (Figure 2C, Figure S1).

**Figure 2:**
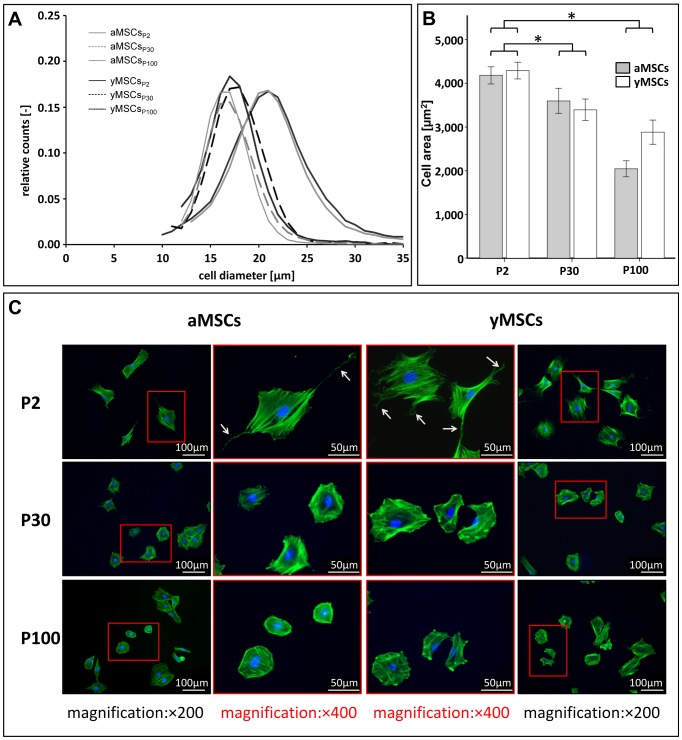
Long-term *in vitro* culture alters MSC morphology independent from the donor age. (**A**): Cell diameter of aMSCs and yMSCs decreases during the course of long-term cultivation. Diagram shows the cell size distribution of MSCs measured by CASY® TT cell analyzer system at indicated passages after trypsinization. (**B**): Cellular area of attached aMSCs and yMSCs significantly decreases during *in vitro* aging. Measurements were performed from fluorescence images of identical exposure conditions. (**C**): Representative images of phalloidin labeled MSCs highlight reduction of cellular expansion. Additionally, *in vitro* aged aMSCs and yMSCs exhibited less filopodia, lamellipodia and cell spreading (white arrows). * indicates statistical significance (p<0.05).

### Long-term cultivation adversely affects differentiation and migration potential of MSCs

In order to analyze the influence of *in vitro* aging on the MSCs phenotype, their cell surface marker patterns were determined by flow cytometry. In line with recent findings MSC cell surface markers CD29, CD44, CD73, CD90, CD105, CD106, CD166, and RT1A were expressed on *in vitro* aged aMSCs_P100_ and yMSCs_P100_ (Figure S2). Moreover, *in vitro* aged aMSCs_P100_ and yMSCsP_100_ were negative for CD45, CD34 and RT1B.

The MSC differentiation potential was tested by stimulation with osteogenic (OM) and adipogenic media (AM). Cells cultured in expansion medium (EM) served as negative control. In contrast to MSCs_P2_, *in vitro* aged MSCs_P30_ and MSCs_P100_ cultured in OM supplemented with dexamethasone showed no matrix mineralization (OD_AR_/OD_AB_ relative to negative control: mean_aMSCsP2_ = 8.6±1.5; mean_aMSCsP30_ = 1.1±0.4, p_P2 vs. P30_<0.001; mean_aMSCsP100_ = 1.24±0.4, p_P2 vs. P100_<0.001; mean_yMSCsP2_ = 9.3±2.1; mean_yMSCsP30_ = 1.5±0.5, p_P2 vs. P30_<0.001; mean_yMSCsP100_ = 0.82±0.21, p_P2 vs. P100_<0.001) (Figure 3A). This loss in osteogenic differentiation capacity appeared to be independent from donor age as both *in vitro* aged cultures showed no matrix mineralization. In a complementary approach MSCs were differentiated into the osteogenic direction by OM supplementation with BMP2. Similarly to dexamethasone stimulation, BMP2 induced strong matrix mineralization in aMSCs_P2_ and yMSCs_P2_ but not in long-term cultured MSCs_P30_ and MSCs_P100_ (Figure 3B).

**Figure 3:**
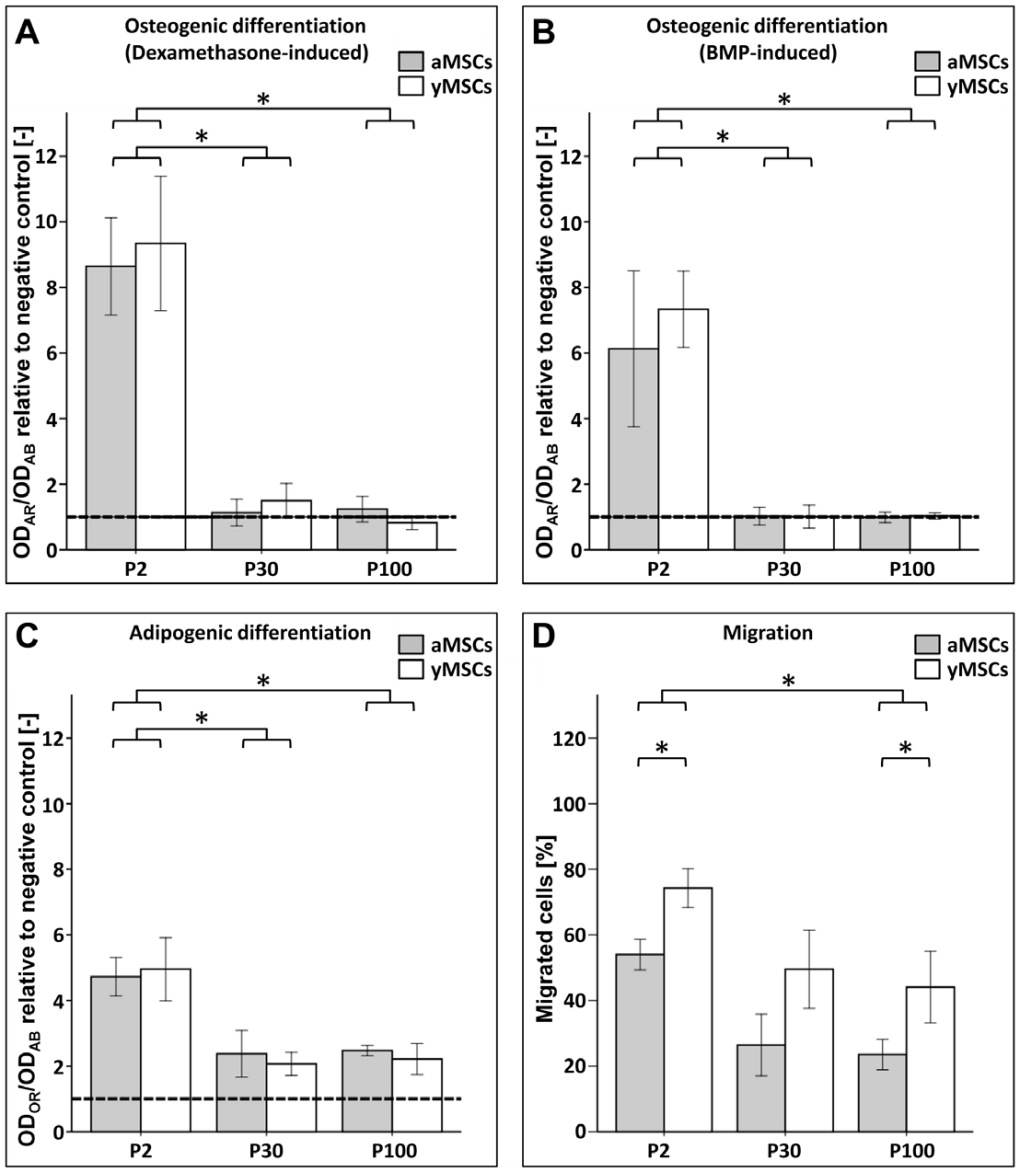
Long-term cultivation negatively influences the differentiation and migration potential of aMSCs and yMSCs. (**A**): In contrast to primary MSCs of passage 2, *in vitro* aged aMSCs and yMSCs of P30 and P100 show no matrix mineralization. Osteogenic differentiation was initiated with dexamethason and determined by matrix mineralization (Alizarin Red, AR) and normalized to cell number (alamarBlue®, AB). Dashed lines indicate differentiation potential of the negative control cultured in EM. (**B**): Under stimulation with BMP2, aMSCs and yMSCs of P2 show strong osteogenic differentiation, while again no matrix mineralization was observed in long-term MSC cultures of P30 and P100. (**C**): Adipogenic differentiation of aMSCs and yMSCs of P30 and P100, induced by adipogenic medium, was diminished by 50% compared to aMSCs and yMSCs of P2. In reference to the negative control maintained in EM (dashed line), aMSCs and yMSCs of P30 and P100 retained a potential for adipogenic differentiation. Differentiation was determined by using Oil red O (OR) staining and normalized to cell number. Diagram shows values normalized to negative control. (**D**): The number of migrated cells declined with increased *in vitro* passage. Moreover, aMSCs of each passage demonstrated significantly lower migratory potential compared to yMSCs. Migration rates were measured with a modified Boyden chamber assay. At least five independent experiments were carried out for all assays. Abbreviations: OD, optical density. * indicates statistical significance (p<0.05).

The adipogenic differentiation potential of the *in vitro* aged aMSCs_P30_ (mean_OR/AB_ = 0.28), yMSCs_P30_ (mean_OR/AB_ = 0.34), aMSCs_P100_ (mean_OR/AB_ = 0.30) and yMSCs_P100_ (mean_OR/AB_ = 0.29) was significantly decreased compared to aMSCs_P2_ (mean_OR/AB_ = 0.53, p_P2 vs. P30_ = 0.011, p_P2 vs. P100_ = 0.003) and yMSCs_P2_ (mean_AR/AB_ = 0.49, p_P2 vs. P30_ = 0.039, p_P2 vs. P100_ = 0.018), but remained significantly higher than the negative control cultured in EM (mean_OR/AB_ = 0.17) (Figure 3C). Likewise to osteogenic differentiation, no difference in adipogenic differentiation properties was observed between aMSCs and yMSCs at the same passage number.

Since it is known that primary aMSCs and yMSCs differ in their migration capacity [10], the migration potential of MSCs after long-term cultivation was assessed. With a modified Boyden chamber assay a significantly decreased migration rate of *in vitro* aged MSCs_P30_ and MSCs_P100_ compared to their primary counterparts was measured (Figure 3D). Moreover, the MSC migration potential declined significantly with the donor age (aMSCs vs. yMSCs: p_P2_ = 0.029, p_P30_ = 0.010, and p_P100_ = 0.031). Thus, our findings indicate an impact of both chronological and *in vitro* aging on MSC migratory capacity.

### Expression of genes associated with actin cytoskeleton organization and mitochondrial capacity is altered during *in vitro* MSC aging

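The mRNA of bone marrow MSCs from young rats of 3 weeks (yMSCs) and from aged rats of 12 months (aMSCs) was measured after P2, P30 and P100, with 3 arrays for each of the 6 groups and 18 arrays in all. The BeadChip carries 22226 probes, each read as the mean fluorescence of its beads, and the deposited table gives this scanner intensity with a detection p-value against the negative control beads of the array. The authors also deposited intensities that were background-subtracted and normalized with the rank invariant algorithm of BeadStudio. From the scanner intensities, log2 values were computed with a background correction by the detection p-values, an offset of 16 and quantile normalization between arrays. A gene was tested where its mean detection p was at most 0.01 in at least 1 group, which left 9531 genes, 6837 with a gene name and 2694 known only by their probe. A gene is called higher or lower at an adjusted p under 0.05 from limma, fitted over all 18 arrays, together with a fold of at least 1.5. A fold against a group in which the gene was not detected depends on the offset. Pathways, gene families and cell types were followed with 51 gene lists, written from textbook knowledge and from the families that the paper names. Macrophage and monocyte markers were among them, since plastic-adherent marrow cells of early passages can hold such cells, and 21 of 32 such markers on the array were detected in yMSCs P2. The arrays of P2 stood apart from the others in their background. The median scanner intensity of undetected probes was 30.29 to 33.4 on the 6 arrays of P2 and 50.3 to 54.67 on the 12 arrays of P30 and P100, so that the P2 arrays differ from the later ones in background as well as in passage. The paper speaks of a pair of long-term cultures, aMSCs and yMSCs, and does not state how the 3 arrays of a P30 or P100 group were drawn from them. Differences between donor ages at P30 and P100 may therefore be differences between single cultures, which these arrays cannot tell apart. Changes from P2 to P30 or P100 may likewise be those of single cultures. The arrays counted as n need not be separate cultures, and their standard errors need not hold the spread between cultures.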

To supplement our functional analysis we compared the transcriptome of aMSCs and yMSCs at different *in vitro* passages with primary MSCs_P2_ cultures. 

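Genes of the macrophage, the chemokine and the matrix-degrading enzyme lists were detected in fewer of the groups of late passages, whereas genes of DNA replication were detected in more. Of 40 genes of DNA replication on the array, 34 were detected in yMSCs P2 and 38 in yMSCs P100. For 61 chemokines, interleukins and their receptors these numbers were 20 and 11, and for 24 matrix-degrading enzymes and their inhibitors 18 and 9. All 56 of the proteins of the cytosolic ribosome that were detected in yMSCs P2 were matched by 56 in yMSCs P100. Over all genes, a mean detection p of at most 0.01 was reached by 8590 genes in yMSCs P2 and 8581 in aMSCs P2. At P30 the numbers were 7834 in yMSCs and 7478 in aMSCs, and at P100 7559 in yMSCs and 8216 in aMSCs. Counted on single arrays, yMSCs had 8876 ± 279 genes at P2, 8085 ± 200 at P30 and 7728 ± 198 at P100 (SD, n = 3 each). For aMSCs the means were 8848 ± 200 at P2, 7709 ± 171 at P30 and 8585 ± 472 at P100 (SD, n = 3 each). Every array of yMSCs P30, aMSCs P30 and yMSCs P100 lay below every array of P2, while those of aMSCs P100 (8180 to 9104 genes) overlapped with those of aMSCs P2 (8662 to 9060). The detected probes were 5.37 to 6.31 times as bright as the undetected ones on the arrays of P2 and 3.16 to 4.14 times on those of P30 and P100, which may limit how many dim genes pass and was not tested.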

Using Illumina® BeadArray technology, approximately 9000 genes were significantly detected in aMSCs_P2_ and yMSCs_P2_, while approximately 8000 genes were detected in each group of *in vitro* aged cells (Figure 4A). This observation indicates alterations of the expression profiles during increased cultivation time, which is supported by diminished correlation coefficients (r^2^) for MSCs_P30_ and MSCs_P100_ compared to MSCs_P2_ cultures. 

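Across all 22226 probes, the squared correlation between the mean normalized signals of yMSCs P2 and aMSCs P2 was 0.9756. Between a group of P2 and a group of P30 or P100 it was 0.8528 to 0.8951 (8 pairs), with the lowest value for aMSCs P2 and aMSCs P100, or on the log2 scale for aMSCs P2 and yMSCs P100. The 6 pairs of groups of P30 and P100 gave 0.927 to 0.9678, so that each late group was closer to every other late group than to any group of P2. Spink8, a protease inhibitor, was lower at P100 than at P2, with a log2 fold change of -5.80 (standard error 0.23, n = 6 arrays against 6), and Smpdl3a, a phosphodiesterase of the lysosome, had -6.52 (standard error 0.16). Ptger3, a prostaglandin receptor, differed with donor age, with -3.01 in aMSCs P2 against yMSCs P2 (standard error 0.39, n = 3 against 3). On the log2 scale the values were 0.9865 within P2, 0.8974 to 0.9294 between P2 and later passages and 0.9387 to 0.9727 among the later ones. These correlations run across genes, which are not independent replicates, and no test was made on them.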

Functional annotation clustering revealed 431 genes specifically expressed in MSCs_P2_, 124 genes specifically expressed in long-term MSCs_P30&P100_ and 7103 genes that are expressed in either of them (Figure 4B). 

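Rarres2, the precursor of the chemoattractant chemerin, was detected at P2 alone and had a mean log2 signal of 9.67 ± 0.60 (SD, n = 3) in yMSCs P2 and 4.54 ± 0.14 in yMSCs P30. C1qtnf7, a secreted relative of complement C1q, fell by 4.71 on the log2 scale from P2 to P30 (standard error 0.22, n = 6 against 6). Crabp1, which binds retinoic acid in the cytoplasm, was detected at P30 and P100 alone, and rose by 3.81 from P2 to P100 (standard error 0.22). In all, 423 genes, 292 of them named, were detected in both groups of P2 and in none of the 4 later groups. The opposite pattern held for 77 genes (48 named), and 6641 genes were detected in all 6 groups. Of the genes detected at P2 alone, 259 also passed the test between P30 and P2, as did 70 of those detected at P30 and P100 alone. When detection was asked of each array in place of the group mean, 138 and 9 genes had these patterns.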

Pathway analysis detected in MSCs_P2_ chemokine signaling, negative regulation of apoptosis, cell migration, and calcium ion homeostasis as specific functional clusters (Table S3). 

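The chemokines Ccl7 and Pf4 and the chemokine receptor Cxcr4, all in Table S3, were detected in both groups of P2 and in no later group. From P2 to P30 the log2 fold change was -4.57 for Ccl7 (standard error 0.60, n = 6 against 6) and -3.37 for Pf4, which platelets and macrophages also make (standard error 0.23). Aif1 and Apoe, listed there under apoptosis, had -4.35 (standard error 0.27) and -4.76 (standard error 0.30), and both are also markers of macrophages. Agtr1a, the receptor of angiotensin II listed under calcium homeostasis, fell by 1.53 (standard error 0.09). Of the genes of Table S3 found on the array, 7 of 11 of chemokine signaling, 4 of 7 of chemokine receptor interaction, 11 of 14 of negative regulation of apoptosis, 9 of 11 of cell migration and 6 of 9 of calcium homeostasis were detected at P2 alone. The table was drawn from these arrays, so the counts are not independent evidence. Macrophage and monocyte markers followed the same pattern. In aMSCs P2 14 of them were detected, in yMSCs P30 4, in aMSCs P30 3, in yMSCs P100 4 and in aMSCs P100 4. They were also the single gene list over-represented among the genes detected at P2 alone after adjustment, with 10 of 21 (adjusted p = 1.85e-07, hypergeometric, which is exact). The closest of the other lists, chemokines, interleukins and their receptors, had 5 of 24 (adjusted p = 0.0687).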

In long-term MSCs_P30_ and MSCs_P100_ exclusively expressed genes clustered to Notch signaling, cell cycle progression and category of receptors (Table S4).

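Fanca, a DNA repair protein of the Fanconi anemia pathway, and Mad2l1, which holds the spindle checkpoint, were detected in the 4 groups of P30 and P100 and in neither group of P2. Against P2, Fanca had a log2 fold change of 1.80 at P30 (standard error 0.19, n = 6 against 6), and Mad2l1 of 0.93 at P30 (standard error 0.16). Among the receptors, Htr1d, a serotonin receptor, and Or7a44, an olfactory receptor, showed this pattern, with 0.69 (standard error 0.09) and 0.88 (standard error 0.10), and both fell short of the fold threshold when a floor of 16 replaced the normexp correction (0.42 and 0.54). The genes found on the array with this pattern were 2 of 4 under cell cycle and 2 of 6 under receptor in Table S4, matched by accession or symbol. Ephb2, an ephrin receptor that Table S4 holds as a predicted similar protein and that was not matched, also had this pattern, with 1.21 at P30 (standard error 0.12). Neither of the genes found under Notch signaling, Notch1 and Lfng, was detected at P2, but each narrowly missed the limit in a late group. The mean detection p of Notch1 was 0.0101 in yMSCs P30 and 0.0141 in yMSCs P100, and that of Lfng 0.0117 in aMSCs P100. Lfng, a glycosyltransferase that modifies Notch receptors, nevertheless rose by 0.99 from P2 to P30 (standard error 0.11). This table, too, was chosen on these arrays and gives no independent evidence.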

**Figure 4:**
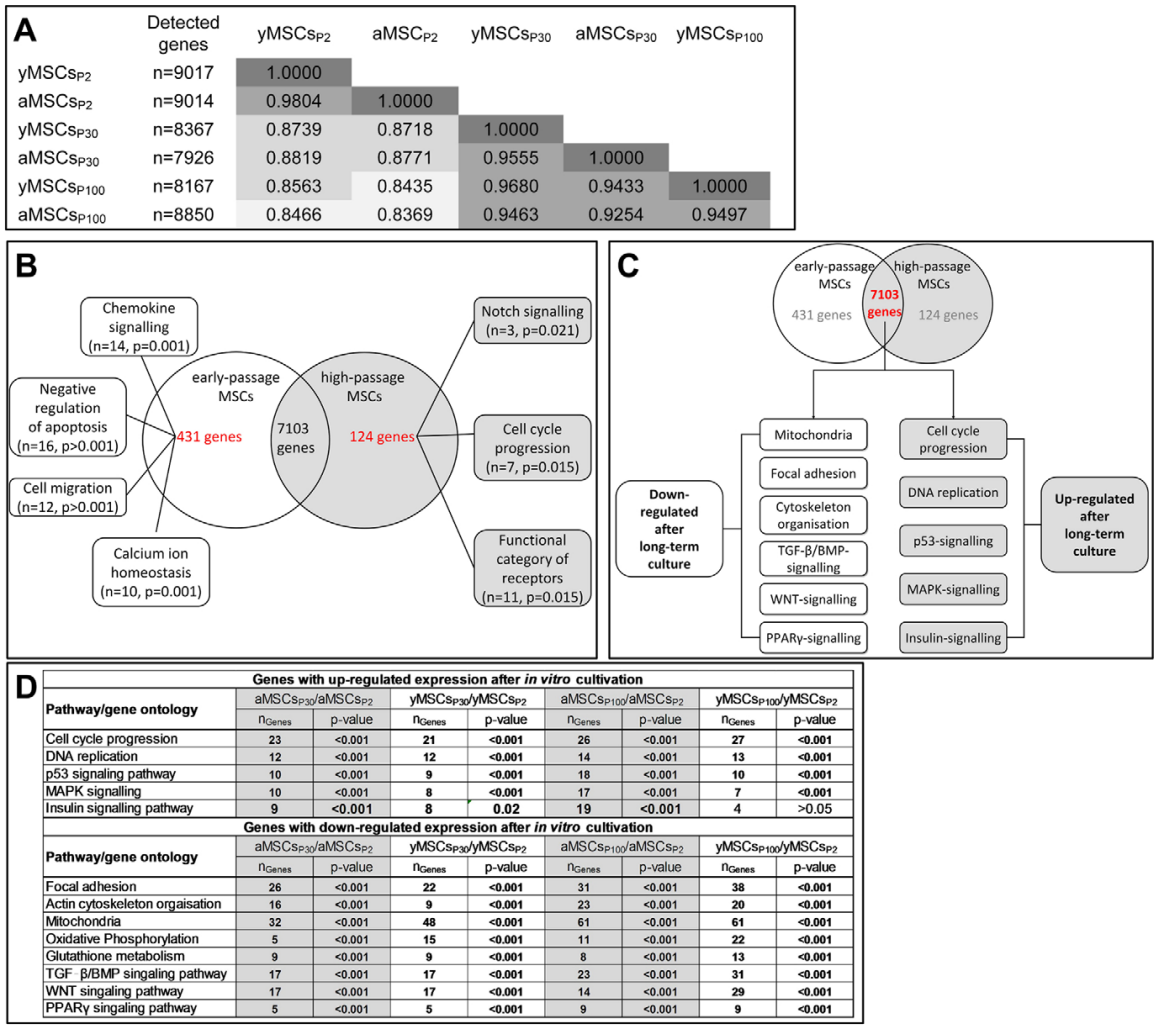
Transcriptional profiling of aMSCs and yMSCs at P2, P30 and P100. (**A**): The absolute number of genes detected after thresholding diminished during advanced *in vitro* culture independent from donor age (second column). The correlation coefficient (r^2^) was significantly reduced between aMSCs and yMSCs of P30 and P100 compared to P2. Only minor differences in gene expression were detected between aMSCs and yMSCs of each passage. (**B**): Functional annotation clustering of genes exclusively expressed either in primary MSC of P2 or *in vitro* aged MSCs of P30 and P100 revealed 431 and 124 differentially regulated genes, respectively. At P2 genes were mainly associated with chemokine signaling, apoptosis, cell migration, and calcium homeostasis. Whereas at P30 and P100 exclusively expressed genes are involved in Notch signaling, cell cycle progression and receptor signaling. (**C**): Analysis of pathways down-regulated after long-term *in vitro* culture revealed involvement of mitochondria, focal adhesions, cytoskeleton organization, TGF-β/BMP, WNT, and PPARγ signaling. Pathways up-regulated upon long-term *in vitro* culture were associated with cell cycle progression, DNA replication, p53, MAPK, and insulin signaling. (**D**): Differential statistical analysis summarizes all pathways and genes significantly up- and down-regulated during *in vitro* culture. The most numerous genes down-regulated during *in vitro* aging of aMSCs and yMSCs were associated with focal adhesions, actin cytoskeleton organization and mitochondrial function.

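At P2, the genes with the largest differences between aMSCs and yMSCs included Tmeff2, a membrane protein with follistatin domains, and Igfbp6, a binding protein of insulin-like growth factor II, which were both higher in aMSCs. Their log2 fold changes were 3.12 (standard error 0.22, n = 3 against 3) and 2.37 (standard error 0.35). Lower in aMSCs P2 were Car3, a carbonic anhydrase, with -3.53 (standard error 0.39), and Clec11a, a growth factor of osteogenic cells, with -2.99 (standard error 0.18). At P30, Cdhr1, a cadherin-related protein, was higher in aMSCs with 4.91 and Epb41l3, a linker of the membrane skeleton, lower with -6.00 (standard errors 0.46 and 0.23). At P100, the water channel Aqp1 reached 8.04 (standard error 0.18) and elastin, Eln, 7.78 (standard error 0.74), while Cyba, a subunit of the phagocyte NADPH oxidase, stood at -6.02 (standard error 0.22). In total 169 genes were higher and 217 lower in aMSCs at P2, which is 4.05% of the genes tested, 775 and 906 at P30, and 953 and 860 at P100. The macrophage and monocyte markers, of which 10 of 21 were lower in aMSCs P2 and none higher (15 lower when adjusted over the list alone), moved with donor age at P2 (adjusted p = 1.12e-16 from camera, and adjusted p = 0.282 with an estimated correlation). The count at P2 ranged from 6 genes, where each gene's own spread alone was used, to 717 with array weights, and was 238 when only these 6 arrays were fitted. At P30 it rests on aMSCs replicates 1 and 2, since 1681 genes in all became 1105 without replicate 1, 1079 without replicate 2 and 537 without both, the last being chosen after seeing the data.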

To further explore pathways that are specific for primary but not *in vitro* aged MSCs, we performed a detailed analysis of down- and up-regulated genes (detection p<0.01, expression ratio >1.5, differential p<0.05). In total 1199 mRNAs were differentially expressed between MSCs_P30_ and MSCs_P2_ (MSCs_P30_/MSCs_P2_: n_up-regulated_ = 460; n_down-regulated_ = 739). 

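Lum and Aspn, small proteoglycans of the collagen matrix, and Ccn3, a secreted matricellular protein, fell most from P2 to P30, with log2 fold changes of -6.64, -5.35 and -5.47 (standard errors 0.14, 0.19 and 0.19, n = 6 arrays against 6). Among named genes the largest rises were those of Dmrt3, a transcription factor with a DM domain, by 4.70 (standard error 0.24), and Stmn2, a tubulin-binding protein of neurons, by 3.72 (standard error 0.31). Acan, the large proteoglycan of cartilage, rose by 2.83 (standard error 0.19) and Krt7, a keratin of simple epithelia, by 2.79 (standard error 0.20). Among 35 extracellular matrix proteins other than collagens, 7 rose and 17 fell, and the same numbers passed when adjusted over the list alone (adjusted p = 0.0047 from camera, and adjusted p = 0.405 with an estimated correlation). Counted over yMSCs and aMSCs together, 3327 of 9531 genes changed between P30 and P2, 1582 higher and 1745 lower, with a median fold of 1.89. Within yMSCs 1561 genes rose and 1559 fell, and within aMSCs 1837 rose and 1904 fell. The split between rises and falls depends on the scaling, with 1022 higher and 2385 lower over both donor ages without normalization, and 1494 and 2414 in the series matrix values. In both donor ages 921 genes rose and 928 fell, while 71 moved in opposite directions. A fold of at least 2 left 1395 genes, and 5859 passed on the adjusted p alone. The comparison also parts the arrays of lower and higher background, and 151 of the genes tested read low on aMSCs P30 replicates 1 and 2 only.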

The expression of 1542 mRNAs was altered between MSCs_P100_ and MSCs_P2_ (MSCs_P100_/MSCs_P2_: n_up-regulated_ = 668; n_down-regulated_ = 874).

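Mgp, an inhibitor of matrix calcification, fell by 8.55 on the log2 scale from P2 to P100 (standard error 0.20, n = 6 arrays against 6), the largest change of a named gene. Ctsk, the collagen-degrading cathepsin, fell by 6.43 (standard error 0.13), and the imprinted genes Snrpn and Ndn had -6.03 and -5.78 (standard errors 0.14 and 0.20). Ocm, a calcium-binding protein of the parvalbumin family, rose by 5.15 (standard error 0.18), and Cd83, a surface protein of activated dendritic cells, by 4.19 (standard error 0.18). Pdia5, a protein disulfide isomerase, rose by 4.06 (standard error 0.10). In all, 3572 genes changed between P100 and P2, 1799 of them higher and 1773 lower (1343 and 2282 without normalization, 1697 and 2439 in the series matrix values). The count was 3744 within yMSCs and 3595 within aMSCs, and 2193 genes changed the same way in both, 97 in opposite ways. Between P100 and P30, which share no array of P2, 617 genes were higher and 529 lower at P100. The osteoblast list was among those that moved between these late passages, with 2 of 19 genes higher and 8 lower (8 lower when adjusted over the list alone, adjusted p = 0.00354 from camera, and adjusted p = 0.0716 with an estimated correlation). This call is on the mean of both donor ages, which parted in this list. Its detected genes went from 14 at P30 to 10 at P100 in yMSCs, and from 14 to 16 in aMSCs. At P100 the list was higher in aMSCs than in yMSCs (adjusted p = 1.01e-06 from camera, and adjusted p = 0.00304 with an estimated correlation), with no such call at P30 (0.744). With a fold of at least 2, 1631 genes were left between P100 and P2 and 453 between P100 and P30, and with an offset of 50 the latter count was 729.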

Functional annotation clustering of up-regulated genes upon long-term cultivation (Table S5) revealed an association of cell cycle progression, DNA replication, p53 signaling, and mitogen-activated protein kinase (MAPK) signaling with MSC *in vitro* aging (Figure 4C and D). 

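Genes that copy DNA and genes that part the chromosomes rose together from P2 to P30. Of 38 genes of DNA replication 32 rose and none fell, with a median log2 fold change of 1.23, and of 28 genes of mitosis 27 rose and none fell, with a median of 1.71. Mcm6, a subunit of the replicative helicase, rose by 2.60 (standard error 0.21, n = 6 arrays against 6) and Lig1, the ligase that joins newly made strands, by 2.27 (standard error 0.16). Tpx2, which assembles the spindle, rose by 2.71 (standard error 0.19) and the mitotic kinase Plk1 by 2.59 (standard error 0.17). The counts were the same when adjusted over the list alone. Camera gave an adjusted p = 4.44e-12 for both lists, and an adjusted p = 0.126 for DNA replication and 0.195 for mitosis with an estimated correlation. DNA repair genes followed, with 13 of 27 higher and 2 lower (adjusted over the list alone 13 and 2, adjusted p = 0.00128 from camera, and adjusted p = 0.179 with an estimated correlation). Exo1, an exonuclease of mismatch repair, rose by 2.60, and Mgmt, which removes alkyl groups from guanine, fell by 1.19 (standard errors 0.18 and 0.22). The MAPK list had no common direction, with 6 of 42 genes higher, 8 lower, a median of 0.04 and a mean of -0.03 (adjusted p = 0.92), the same counts adjusted over the list alone, and a median below 0 in the series matrix values (-0.18). Stmn1, which destabilizes microtubules, rose by 1.17, and Dusp1, a phosphatase that switches MAP kinases off, fell by 1.37 (standard errors 0.16 and 0.10). In the sections of Table S5, which the study chose on these arrays and which are not independent evidence, 25 of 27 cell cycle genes, 15 of 16 DNA replication genes and 8 of 15 MAPK genes were higher in yMSCs P30 than in yMSCs P2. 

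**Figure D1:**
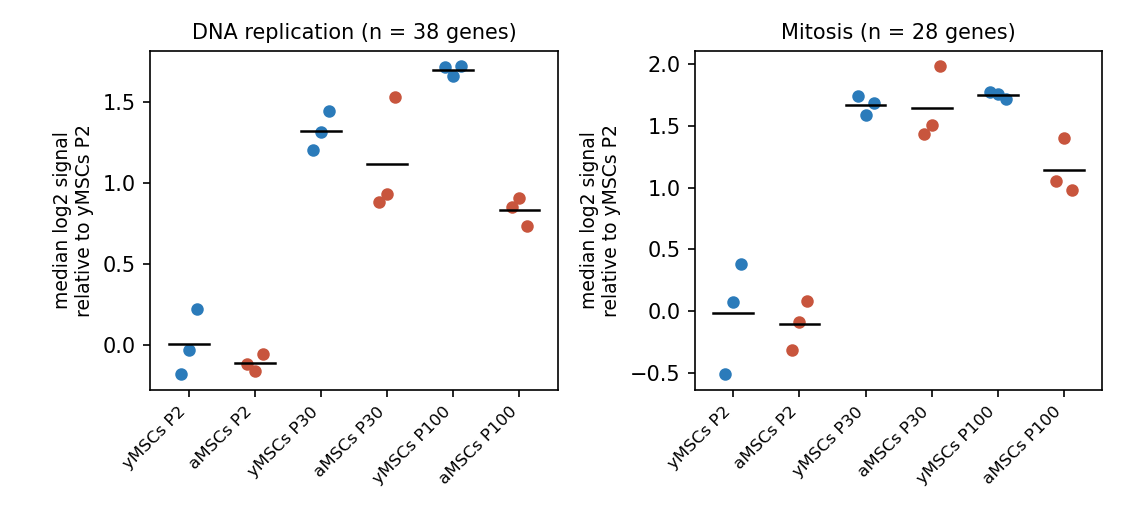
Median log2 signal of the tested genes of DNA replication (n = 38) and mitosis (n = 28) on each array, less the mean of the 3 yMSCs P2 arrays; each point is 1 array and each line the mean of its 3 arrays. The 12 arrays of P30 and P100 lie above the 6 arrays of P2 in both lists.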

Overall, these up-regulated pathways were more prominent in aMSCs_P100_ than in yMSCs_P100_. 

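Of 38 genes of DNA replication none was higher and 20 were lower in aMSCs P100 than in yMSCs P100, with a median log2 fold change of -0.63, and of 28 genes of mitosis none was higher and 7 were lower, with a median of -0.45. Adjusted over the list alone, the same numbers passed. The test gave an adjusted p = 1.03e-08 for DNA replication from camera (adjusted p = 0.193 with an estimated correlation) and 0.00232 for mitosis (adjusted p = 0.722 with an estimated correlation). Orc1, which marks replication origins, had -1.49 and Cdt1, which loads the helicase onto them, -1.23 (standard errors 0.21 and 0.33, n = 3 arrays against 3). Cdc20, an activator of the anaphase-promoting complex, had -1.45 and its partner enzyme Ube2c -1.40 (standard errors 0.25 and 0.33). From P2 to P100, 34 DNA replication genes rose in yMSCs and 26 in aMSCs, where Pole3, a small subunit of DNA polymerase epsilon, fell by 0.59 (standard error 0.17), a fold that was under 1.5 with a floor of 16 (-0.38), without aMSCs P2 replicate 1 (-0.55) and without aMSCs P100 replicate 3 (-0.48). Tested as an interaction, the rise of this list was smaller in aMSCs by a median of -0.63 on the log2 scale (adjusted p = 8.65e-06, and adjusted p = 0.388 with an estimated correlation), and 8 of its genes passed on their own (13 adjusted over the list alone). The MAPK section of Table S5 went the other way, with 11 of 15 genes higher in aMSCs P100 and 8 in yMSCs P100 than at P2, and the table was chosen on these arrays. Over all genes, the change to P100 differed between aMSCs and yMSCs for 1311 genes, 778 in favour of aMSCs and 533 of yMSCs, and with array weights for 2476.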

Genes involved in the insulin signaling pathway, were also up-regulated in long-term cultivated aMSCs, while only a minority of these genes were up-regulated in long-term cultivated yMSCs.

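Pik3r2, a regulatory subunit of phosphatidylinositol 3-kinase, rose by 1.12 on the log2 scale in aMSCs from P2 to P100 (standard error 0.35, n = 3 arrays against 3), and missed the threshold without aMSCs P2 replicate 2 (0.96) or aMSCs P100 replicate 2 (0.96). Igf2, insulin-like growth factor II, rose by 2.25 there (standard error 0.16) and stood at -5.30 in yMSCs (standard error 0.16), where it fell. The binding proteins Igfbp2 and Igfbp3, which hold insulin-like growth factors outside the cell, were lower in aMSCs P100 than in aMSCs P2, with -3.74 and -3.36 (standard errors 0.32 and 0.20). Of 16 tested genes of the insulin section of Table S5, 15 were higher in aMSCs P100 and 7 in yMSCs P100, against 7 in aMSCs P30 and 6 in yMSCs P30, and none was lower. These genes were chosen on the same arrays and are not independent evidence. In a textbook list of 31 genes of insulin signaling, 5 rose and 3 fell in aMSCs P100, and 10 rose and 5 fell in yMSCs P100, with the same counts adjusted over the list alone. Its median was 0.08 and its mean -0.05 in aMSCs P100, of opposite sign (adjusted p = 0.963 from camera). The difference between aMSCs and yMSCs in this change had a median of 0.08 (adjusted p = 0.867). At P30, 8 genes of the list were higher and 7 lower than at P2, and Pik3r3, Grb10 and Shc1 of this list belong to the genes that read low on aMSCs P30 replicates 1 and 2 only.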

Annotation clustering of down-regulated genes upon *in vitro* aging (Table S6) revealed an association with focal adhesion function, actin cytoskeleton organization, TGF-β, WNT, PPARγ signaling, and mitochondrial capacity (Figure 4C and D). 

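Genes of BMP and TGF-β signaling fell more often than they rose. From P2 to P30 11 of 37 fell and 2 rose, and from P2 to P100 13 fell and 3 rose, with the same counts adjusted over the list alone. Dcn, decorin, which binds TGF-β in the matrix, fell by 3.96 on the log2 scale to P30 (standard error 0.21, n = 6 arrays against 6), and Acvrl1, a receptor of the family, fell by 3.56 (standard error 0.12). Ltbp4, which anchors latent TGF-β, rose by 1.18 and the activin receptor Acvr2b by 0.73 (standard errors 0.23 and 0.17), the latter by only 0.54 with a floor of 16. Camera gave an adjusted p = 0.0412 at P30 (adjusted p = 0.195 with an estimated correlation) and 0.014 at P100 (adjusted p = 0.175 with an estimated correlation). The call at P30 ended without yMSCs P30 replicate 2 (adjusted p = 0.0528), without yMSCs P30 replicate 3 (0.0644) and without aMSCs P30 replicate 2 (0.0542). Osteoblast genes fell as well, 10 of 19 at P30 against 2 that rose (the same adjusted over the list alone, adjusted p = 0.0114, and adjusted p = 0.122 with an estimated correlation), such as Enpp1, which makes the mineralization inhibitor pyrophosphate (-1.98, standard error 0.12). This call is on the mean of both donor ages and need not hold within each. In the sections of Table S6, which were chosen on these arrays, 22 of 33 TGF/BMP genes, 8 of 8 PPAR genes and 25 of 36 focal adhesion genes were lower in yMSCs P100 than in yMSCs P2.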

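Genes of focal adhesions and of the actin cytoskeleton changed in both directions from P2 to P30. Of 33 genes of focal adhesions 8 rose and 7 fell, and of 48 genes of the actin cytoskeleton 6 rose and 12 fell, with the same counts adjusted over each list alone. Lims1, an adaptor of integrin-linked kinase, fell by 1.21 on the log2 scale and Cav2, a coat protein of caveolae, fell by 1.15 (standard errors 0.27 and 0.16, n = 6 arrays against 6). Rhoa, the GTPase that drives stress fibers, fell by 1.57, whereas Myh10, a nonmuscle myosin, rose by 1.67 (standard errors 0.22 and 0.15). Msn, moesin, which links actin to the membrane, had -2.58 (standard error 0.59) and is one of the genes that read low on aMSCs P30 replicates 1 and 2 only, as are Cav1 and Tpm4. At P100 9 genes of focal adhesions were lower and 3 higher than at P2, and 11 genes of the actin cytoskeleton were lower and 4 higher. Myl9, a myosin light chain of contractile cells, fell by 2.70 to P100 and Cnn1, calponin, fell by 1.82 (standard errors 0.19 and 0.17). The adjusted p from camera was 0.762 for focal adhesions and 0.553 for the actin cytoskeleton at P30, and 0.218 and 0.107 at P100. The actin list passed at P100 with median scaling (0.0337), in the series matrix values (0.0144) and without the detection filter (0.0197), and the focal adhesion list without the detection filter (0.0498). Between P100 and P30 the focal adhesion list passed as lower (adjusted p = 0.0213, and adjusted p = 0.78 with an estimated correlation), but not without yMSCs P30 replicate 1 (0.0794) or aMSCs P30 replicate 3 (0.104). Without normalization between arrays the median of the focal adhesion list at P30 turned from 0.07 to -0.04. In the longer sections of Table S6, chosen on these arrays, 25 of 36 genes of focal adhesions and 15 of 27 of actin regulation were lower in aMSCs P30 than in aMSCs P2, and 15 and 7 were lower in yMSCs P30 than in yMSCs P2.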

The down-regulation of genes with focal adhesion and actin cytoskeleton function is well consistent with our functional observations showing a reduced cell size, diminished cell spreading and decreased migration capacity of *in vitro* aged MSCs_P30_ and MSCs_P100_. Alterations in gene expression associated with the Tgf/Bmp signaling pathway, which is supported by impaired osteogenic differentiation of *in vitro* aged MSCs under BMP2 stimulation, was validated by quantitative real time RT-PCR. In accordance with trancriptome analysis, the expression of Bmpr1a, Bmpr2 and Bmp6 was down-regulated in MSCs_P100_ compared to primary MSCs_P2_ (Figure S3). In addition, aMSCs_P2_ displayed a significant higher expression level of Bmp6 compared to yMSCs_P2_. Moreover, Bmp2 expression was elevated in aMSCs_P100_, whereas it was reduced in yMSCs_P100_ compared to primary aMSCs_P2_ and yMSCs_P2_. Similarly, the expression of Bmpr1b was down-regulated in aMSCs_P100_, while it was up-regulated in yMSCs_P100_ compared to primary MSCs_P2_. 

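Bmp6, a growth factor that drives bone formation, was lower at P100 on the arrays in both donor ages. Its log2 signal was 5.33 ± 0.11 in yMSCs P2 and 4.52 ± 0.07 in yMSCs P100, and 6.03 ± 0.02 in aMSCs P2 and 4.51 ± 0.07 in aMSCs P100 (SD, n = 3 each). This is a log2 fold change of -0.80 in yMSCs (adjusted p = 1.88e-05 from limma) and -1.53 in aMSCs (adjusted p = 1.2e-08), and of -0.55 in yMSCs, under the fold threshold, with a floor of 16. Bmp6 was detected at P2 but in none of the 4 later groups, so these folds depend on the offset. Bmpr1a, a type I receptor of BMPs, fell by 0.60 in yMSCs (standard error 0.16, adjusted p = 0.0063), close to the fold threshold, and missed it with a floor of 16 (-0.5), without yMSCs P2 replicate 3 (-0.54) and without yMSCs P100 replicate 2 (-0.57). In aMSCs its change to P100 was -0.37 (standard error 0.16, adjusted p = 0.0706), and the fold stayed under 1.5. Bmpr2, the type II receptor, had 0.04 over both donor ages at P100 (standard error 0.17, n = 6 arrays against 6, adjusted p = 0.831). By donor age this was 0.26 in yMSCs and -0.17 in aMSCs (standard error 0.23 each). The quantitative RT-PCR of Figure S3 is not part of these arrays.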

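Of 56 subunits of the respiratory chain and the ATP synthase, 4 fell from P2 to P30 and none rose, and 5 fell and 1 rose from P2 to P100, the same adjusted over the list alone. Cox7a2l, which joins respiratory complexes, fell by 1.12 on the log2 scale and Ndufa2, a subunit of complex I, fell by 0.84 (standard errors 0.14 and 0.21, n = 6 arrays against 6). The list had a median of -0.04 at P30 (adjusted p = 0.762 from camera) and -0.21 at P100 (adjusted p = 0.107), and in aMSCs P100 13 of its genes fell and 1 rose (adjusted p = 0.0478, and adjusted p = 0.806 with an estimated correlation). The call in aMSCs P100 rests on single arrays, since the adjusted p was 0.527 without aMSCs P100 replicate 2 and also above the threshold without aMSCs P100 replicate 1 (0.0536) and without aMSCs P2 replicate 1 (0.0612), 2 (0.0623) or 3 (0.0744). At P100 over both donor ages it passed in the series matrix values (0.00488), with median scaling (0.0309) and without aMSCs P100 replicate 3 (0.00487). Of 11 glutathione genes of Table S6, which the study chose on these arrays, 11 fell in yMSCs P30, 7 in aMSCs P30, 9 in yMSCs P100 and 6 in aMSCs P100. For its 17 tested genes of oxidative phosphorylation these numbers were 5, 1, 4 and 8.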

Transcriptome analysis surprisingly demonstrated a specific impact of long-term *in vitro* culture on mitochondrial capacity, oxidative phosphorylation and glutathione metabolism of MSCs. This suggests a critical impact of energy metabolism for primary MSC function.

### The course of long-term cultivation alters mitochondria function

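The nuclear genes of mitochondrial proteins did not move as 1 group. Of 55 proteins of the mitochondrial ribosome, 8 rose and 1 fell from P2 to P30, among them Mrps27, which rose by 1.20 on the log2 scale, and Mrpl17, which fell by 0.88 (standard errors 0.12 and 0.16, n = 6 arrays against 6). Of 21 enzymes of the citric acid cycle, 1 rose and 3 fell. Sucla2, a subunit of succinyl-CoA ligase, was lower at P30, with -0.98 (standard error 0.09), as was Idh1, with -0.98 (standard error 0.19), which the list counts although its isocitrate dehydrogenase works outside the mitochondria. In the oxidation of fatty acids 1 of 16 genes fell and none rose, the one being Etfa, an electron carrier, with -0.82 (standard error 0.13). Among 15 genes of mitochondrial dynamics and biogenesis 2 rose and 2 fell, including Pprc1, a coactivator of mitochondrial genes (1.39), and Dnm1l, which divides mitochondria (-0.73). The counts over each list alone were the same. Camera gave adjusted p-values of 0.553, 0.553, 0.589 and 0.874 for these lists in the order given. The median of the mitochondrial ribosome list was 0.07 and turned to -0.19 in the series matrix values and -0.11 without normalization, and that of dynamics and biogenesis turned from 0.06 to -0.10 and -0.17. Of the 47 tested genes that Table S6 lists under mitochondrion, which were chosen on these arrays and are not independent evidence, 31 fell in yMSCs P30, 22 in aMSCs P30, 34 in yMSCs P100 and 42 in aMSCs P100.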

According to our ontology analysis, a major group of genes down-regulated upon *in vitro* aging is related to mitochondria. To further validate these *in silico* data functionally, the mitochondria network morphology was assessed (Figure 5A). During *in vitro* culture the ratio of mitochondria network area to the total cell area increases (Figure 5B).

**Figure 5:**
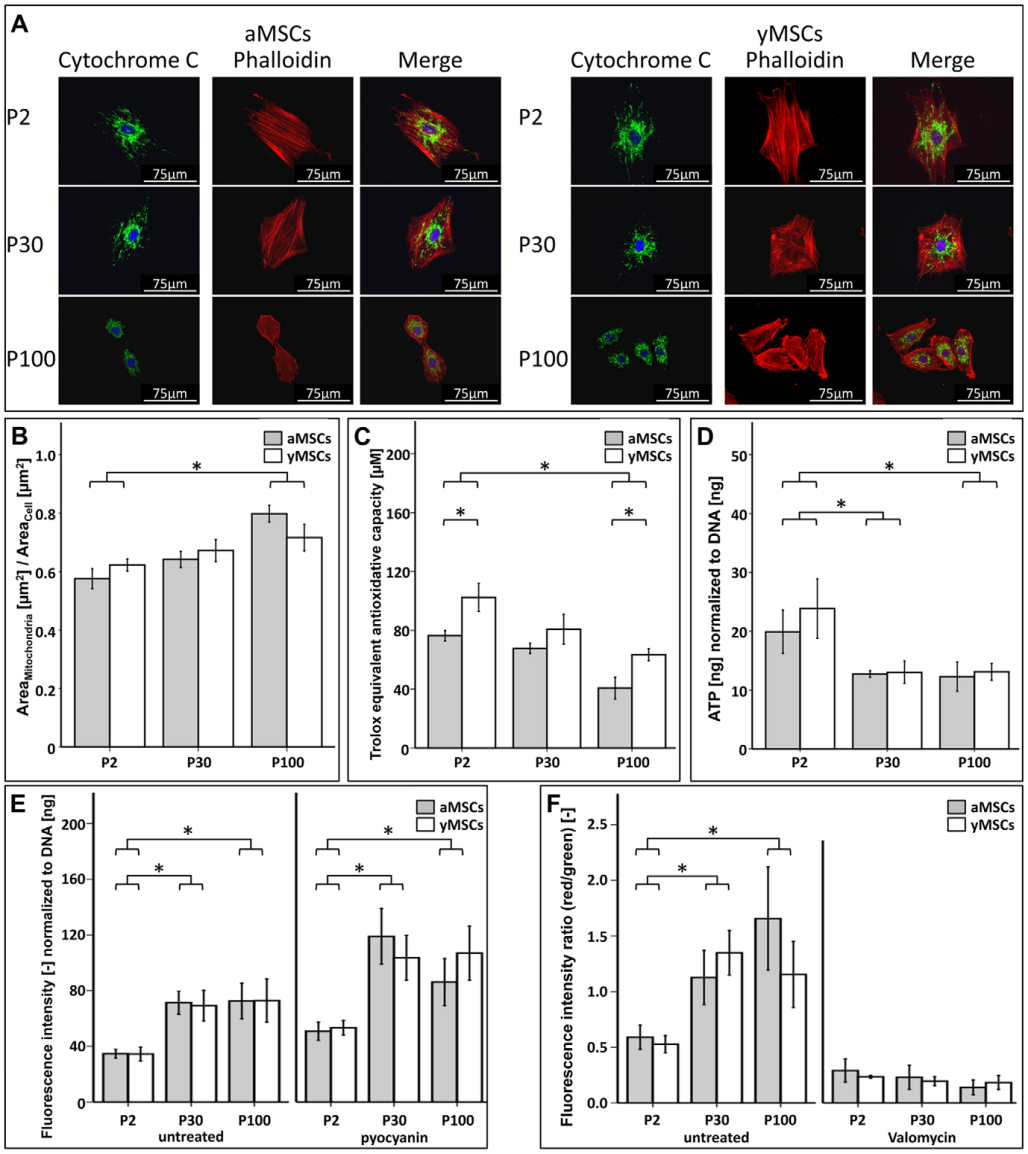
Long-term cultivation of MSCs alters their mitochondrial function. (**A**): Fluorescence microscopy was used to investigate the morphology of the mitochondrial network within long-term cultivated and primary aMSCs and yMSCs. Upon *in vitro* aging mitochondrial network appeared to be altered. Images show immunofluorescence of mitochondria and the actin cytoskeleton stained with a specific antibody recognizing cytochrome C and Alexa 594-conjugated phalloidin, respectively. Nuclei were counterstained with DAPI. (**B**): During *in vitro* aging the relative mitochondrial area per cell area increases in aMSCs and yMSCs of passage P30 and P100 compared to P2. The mitochondrial network and the cellular area were quantified after staining with MitoTracker™ Red and phalloidin, respectively. Diagram values represent ratio of the mitochondria network area relative to the cell area. (**C**): The total antioxidant capacity decreases with increasing passage number. Moreover, yMSCs of P2 and P100 exhibited significant higher antioxidant activities than aMSCs of the same passage. The Trolox® equivalent antioxidant assay kit was used to determine the total antioxidant capacity of whole MSC lysates and quantified against a Trolox® standard row. (**D**): Intracellular ATP levels decline significantly in long-term cultivated aMSCs and yMSCs of passage P30 and P100. Cellular ATP was determined using ATPLite™ bioluminescence luciferase-based assay and normalized to total DNA content determined by CyQuant®. (**E**): Long-term cultivated yMSCs and aMSCs of P30 and P100 displayed higher ROS production than primary MSCs of P2. After treatment with pyocyanin, which increases ROS levels, the observed difference between P2 and P30/P100 remained but the absolute value amplified about 2-fold. Intracellular ROS level were determined using CM-H2-DCFDA and normalized to total DNA content. (**F**): Measurement of the mitochondrial membrane potential (ΔΨm) revealed a progressive increase during *in vitro* aging with highest values in aMSCs of P100. Upon treatment with valomycin, an inhibitor of the mitochondrial respiratory chain, ΔΨm declined in aMSCs and yMSCs of all passages. The mitochondrial ΔΨm was determined with the MitoProbe® JC-1. * indicates statistical significance (p<0.05).

We further measured the antioxidant power in lysates of *in vitro* aged MSCs using the Trolox® equivalent antioxidative capacity (TEAC) assay. With increased passage number a general reduction in antioxidant capacity was detected (aMSCs: TEAC_P2_ = 76 µM, TEAC_P30_ = 68 µM p = 1.000, TEAC_P100_ = 41 µM p = 0.001; yMSCs: TEAC_P2_ = 102 µM, TEAC_P30_ = 81 µM p = 0.035, TEAC_P100_ = 63 µM p<0.001) (Figure 5C). Moreover, the total antioxidant capacity in yMSCs was generally higher than in aMSCs at all different passages.

The mitochondrial function was further assessed by measuring the ATP content, production of intracellular ROS and the mitochondrial membrane potential (ΔΨm). Long-term cultivated MSCs_P30_ and MSCs_P100_ exhibited a significantly reduced content of cellular ATP than the primary MSCs_P2_ (aMSCs: ratio_P2_ = 19.1 nM/ng_DNA_, ratio_P30_ = 12.8 nM/ng_DNA_ p = 0.040, ratio_P100_ = 12.3 nM/ng_DNA_ p = 0.025; yMSCs: ratio_P2_ = 23.9 nM/ng_DNA_, ratio_P30_ = 13.0 nM/ng_DNA_ p = 0.001, ratio_P100_ = 13.1 nM/ng_DNA_ p = 0.001) (Figure 5D). Notably, no donor age-dependent difference in the ATP content was observed in the long-term cultivated as well as primary MSC populations.

Conversely to the decreased ATP content, intracellular ROS levels were found to be increased during *in vitro* aging (Figure 5E). Long term cultivated MSCs exhibited significant higher level of intracellular ROS compared to their primary counterparts (aMSCs: ratio_P2_ = 34.7FI/ng_DNA_, ratio_P30_ = 71.3FI/ng_DNA_ p = 0.002, ratio_P100_ = 72.6FI/ng_DNA_ p = 0.021; yMSCs: ratio_P2_ = 34.5FI/ng_DNA_, ratio_P30_ = 69.2FI/ng_DNA_ p = 0.006, ratio_P100_ = 72.8FI/ng_DNA_ p = 0.020). Under pyocyanin treatment, which induces intracellular ROS, all tested MSC population showed a significant increase of intracellular ROS level. No donor age-related differences were observed in the investigated MSC populations.

By measuring the ΔΨm with JC-1 a general increase during long-term cultivation was detected (aMSCs: ratio_P2_ = 0.6; ratio_P30_ = 1.1 p = 0.002; ratio_P100_ = 1.7 p<0.001; yMSCs: ratio_P2_ = 0.5; ratio_P30_ = 1.4 p<0.001; ratio_P100_ = 1.2 p = 0.029,) (Figure 5F). No statistical significant difference in ΔΨm was observed between aMSCs and yMSCs of the same passage. In summary, our data show that *in vitro* aging increases intracellular ROS levels, enhances ΔΨms and diminishes the intracellular ATP concentration.

## Discussion

Cell-based therapies utilizing MSCs have developed increasing importance for clinical application [20]. Limitations for clinical usage of MSCs are the lack of standardized isolation protocols, reliable quality control and sufficiently high cell quantities [21], [22]. Thus, to achieve adequate amounts of MSCs *in vitro* expansion is required [23]. Adversely, *in vitro* culture has a significant influence on gene expression and functional behavior of MSCs as soluble factors and cells forming the specific niche are lacking [24]. Cellular alterations occurring during *in vitro* aging were suggested to be similar to differences observed between MSCs from aged and young donors [14]. Hence, we here aimed to characterize the differential impact of donor animal age and *in vitro* aging for MSC function and gene expression.

### MSC *in vitro* aging and its implications for cell cycle progression, senescence and transformation

The proliferation capacity of the most cell types is limited. After a certain number of cell divisions, the population expansion is slowed down, before the cells ultimately stop dividing [25]. Moreover, it is assumed that the number of cell division cycles decreases with the donor age. In our study, we observed no ultimate cell cycle arrest of the entire cell population during *in vitro* aging of aMSCs and yMSCs from rats. Culture of aMSCs and yMSCs occurred for more than 100 passages at relative constant proliferation rates, suggesting extension of lifespan and possibly spontaneous immortalization. Extended long-term culture might result in spontaneous immortalization of murine as well as human MSCs [13], [26], [27]. In contrast to other studies, neither aMSCs_P100_ nor yMSCs_P100_ showed growth in a soft agar assay suggesting an untransformed status [28]. Notably, a non-transformed status does not exclude the occurrence of aneuploidy in long-term cultivated MSCs. Other groups have shown that MSCs with chromosomal instabilities exhibited no evidence of transformation either *in vitro* or *in vivo* and enter senescence [29]. Accordingly, transcriptional analysis revealed an up-regulation of genes associated with the tumor suppressor p53 signaling pathway. This pathway promotes replicative and premature senescence as well as apoptosis [30], [31]. It seems to be progressively activated during aging in response to various cellular stresses, including DNA damage and oncogene activation [32]. 

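Known target genes of p53 fell more often than they rose with passage. Of 19 such genes, 1 rose and 7 fell from P2 to P30, and 4 rose and 7 fell from P2 to P100, with the same counts adjusted over the list alone. Apaf1, which activates caspases, rose by 0.83 on the log2 scale to P30, whereas Pmaip1, a BH3-only promoter of apoptosis, fell by 1.19 and Igfbp3, which binds insulin-like growth factors, fell by 2.64 (standard errors 0.13, 0.30 and 0.14, n = 6 arrays against 6), and Pmaip1 did not pass on its own spread alone. At P100, Ddit4, an inhibitor of mTOR, rose by 0.87 and Ccnd1, cyclin D1, by 0.87 (standard errors 0.15 and 0.09), the latter by 0.47, under the fold threshold, in the series matrix values. The medians were -0.27 and -0.28 (adjusted p = 0.0712 and 0.107 from camera). Within yMSCs the fall to P30 passed the test (adjusted p = 0.0314, and adjusted p = 0.143 with an estimated correlation), but not without yMSCs P2 replicate 1 (0.0644) or yMSCs P30 replicate 2 (0.0577), and within aMSCs the fall to P100 passed (adjusted p = 0.0373, and adjusted p = 0.258 with an estimated correlation). The p53 section of Table S5, chosen on these arrays and so not independent evidence, holds 15 tested genes. Of these 9 rose in yMSCs P30, 7 in aMSCs P30, and 10 in each donor age at P100, and at most 1 fell in any of these comparisons.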

Correspondingly, p53 signaling is inactive in the majority of human cancer cells and partially accounts for their resistance to senescence [30]. Thus, *in vitro* aging induces increased p21^WAF1/CIP1^ and p16^INK4A^ expression pointing to a higher proportion of senescent cells in long-term cultivated MSCs.

It is important to note that increased expression of senescence markers in long-term cultivated MSC population does not necessarily indicate a decline in replicative potential of each individual cell. Rather to replicative senescence, a proportion of individual cells might undergo stress-induced premature senescence in response to intracellular stress like oxidative stress, irreversible DNA damage or genomic instability [30], [33]. For example, it was shown that both chemical and culture-induced oxidative stress cause DNA damages and aneuploidy in human MSCs, which subsequently undergo senescence [34].

The loss of cells due to senescence might be counterbalanced by other fast growing cells, marked by the up-regulation of genes associated the cell cycle progression, which explains the unaltered proliferation rate of the whole *in vitro* aged MSC populations in comparison to the primary MSC cultures.

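The genes that set the entry into the cell cycle moved in both directions with passage. Of 15 cyclins, kinases and inhibitors of the G1 phase, 3 rose and 3 fell from P2 to P30, and 5 rose and 4 fell from P2 to P100, the same adjusted over the list alone. E2f1, which switches on genes of the S phase, rose by 1.24 on the log2 scale to P30 (standard error 0.09, n = 6 arrays against 6). Cdkn2b, the kinase inhibitor p15, fell by 1.22 (standard error 0.10). To P100 the kinase Cdk4 rose by 0.81 and Rb1, the retinoblastoma protein that restrains E2F, fell by 1.13 (standard errors 0.10 and 0.14), where the series matrix values gave 0.49 for Cdk4, under the fold threshold. The list had a median of 0.40 at P30 and 0.41 at P100 (adjusted p = 0.553 and 0.56 from camera). For mitosis, 27 of 28 genes rose from P2 to P100 and none fell (adjusted p = 1.52e-09, and adjusted p = 0.33 with an estimated correlation), Ttk, a kinase of the spindle checkpoint, by 2.40 (standard error 0.18). Between P100 and P30, none of the 28 mitosis genes rose and 1 fell. In the arrays each value is a mean over all cells of a culture, so that they hold no count of dividing or senescent cells.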

### *In vitro* aging negatively affects the differentiation capacity of aMSCs and yMSCs

Long-term culture not only affects aMSCs and yMSCs on a molecular level; it also alters their morphology and has functional consequences. MSCs of P30 and P100 were no longer able to differentiate into the osteogenic lineage and the ability to differentiate into the adipogenic lineage was markedly decreased. These results are consistent with several other studies showing a reduced differentiation potential in human and murine MSCs upon *in vitro* aging [35]–[38]. The mRNA expression analysis revealed a decreased expression of genes involved in Wnt and Tgf-β/Bmp signaling upon long term culture. 

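Sfrp4, a secreted antagonist of Wnt proteins, fell by 2.61 on the log2 scale from P2 to P30 and Ccn5, a matricellular target of the pathway, fell by 2.51 (standard errors 0.14 and 0.11, n = 6 arrays against 6). Ccn4, another matricellular target, rose by 0.71 and Tle3, a corepressor, by 0.76 (standard errors 0.12 and 0.12), but by 0.36 and 0.57 in the series matrix values, under the fold threshold. To P100 the receptor Fzd1 fell by 2.44 and Tcf7l1, a transcription factor of the pathway, rose by 1.26 (standard errors 0.11 and 0.11). Ctnnb1, β-catenin, had -0.42 at P30 and -0.25 at P100 (standard error 0.24 each) and did not pass the test in either. Of 26 genes of Wnt signaling 3 rose and 8 fell to P30, and 7 rose and 10 fell to P100, with the same counts adjusted over the list alone. The list lay near 0 in its median, at -0.03 and -0.02 (adjusted p = 0.421 and 0.519 from camera). The genes that Table S6 lists for the pathway were chosen on these arrays, and 6 of 21 fell in yMSCs P30, 12 in aMSCs P30, 10 in yMSCs P100 and 12 in aMSCs P100.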

The Wnt pathway is clearly required throughout osteogenesis and substantial elevated Wnt/β-catenin signaling triggers the differentiation of MSCs into the osteogenic lineage [39]–[42].

A pivotal role of Bmp signaling is the induction of bone and cartilage formation [43]. BMPs induce the differentiation of mesenchymal cells and also enhance the function of osteoblasts (matrix synthesis) [44]. Some studies have pointed out that BMP signaling is also required for adipogenic differentiation of mesenchymal precursor cells [44]. Accordingly, we observed decreased adipogenic differentiation potentials of long-term cultivated MSCs and a down-regulation of genes involved in the PPARγ pathway. 

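Adipocyte markers fell with passage. Of 6 tested markers 5 fell from P2 to P30 and none rose, with a median log2 fold change of -1.81 (the same counts adjusted over the list alone, adjusted p = 0.00128 from camera, and adjusted p = 0.179 with an estimated correlation). To P100 5 fell, with a median of -2.04 (adjusted p = 0.00495, and adjusted p = 0.272 with an estimated correlation). Macrophage and monocyte markers fell in the same comparison, 17 of 21 at P30 (adjusted p = 1.21e-08, and adjusted p = 0.302 with an estimated correlation). Lpl, lipoprotein lipase, which frees fatty acids for uptake, fell by 3.86 to P30 and fell by 5.36 to P100 (standard error 0.22 each, n = 6 arrays against 6). Cfd, the adipokine adipsin, fell by 2.51 to P30 (standard error 0.30). Pparg, the regulator of fat cell formation, fell by 1.71 to P30 and fell by 2.35 to P100 (standard error 0.20 each, adjusted p = 2.48e-06 and 4.34e-08 from limma). The wider list of PPARγ signaling and lipid uptake had 7 of 21 genes lower and 1 higher at P30, and 10 lower and 1 higher at P100, and its camera test missed the threshold (adjusted p = 0.217 and 0.0812), although it passed at P100 without yMSCs P2 replicate 3 (0.049) or without the detection filter (0.0376). In yMSCs P100 the list passed, with 10 genes lower and 2 higher (the same adjusted over the list alone, adjusted p = 0.046, and adjusted p = 0.306 with an estimated correlation), but not in the series matrix values (0.0506). Scd, a desaturase of fatty acids, was the gene that rose at P30 (1.16, standard error 0.37, but adjusted p = 0.0694 in the series matrix values), and Ucp2, a mitochondrial carrier, the one that rose at P100 (3.23, standard error 0.25). Adipocyte markers were also lower in aMSCs P2 than in yMSCs P2 (2 of 6, 3 adjusted over the list alone, adjusted p = 0.00848, and adjusted p = 0.49 with an estimated correlation). This call ended without yMSCs P2 replicate 2 (0.103), the array of P2 with the highest macrophage markers. Those markers were lower in the same comparison (adjusted p = 1.12e-16 from camera, and adjusted p = 0.282 with an estimated correlation).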

The PPARγ pathway positively regulates the adipocytic differentiation of MSCs and intracellular accumulation of lipids by modulating genes involved in their uptake and metabolism [45].

Notably, the BMP- as well as dexamethasone induced osteogenic differentiation was impaired in long-term cultivated MSCs. Also others have reported that a decreased differentiation potential upon dexamethasone-induced osteogenic differentiation is associated with altered Bmp-receptor mRNA expression [44]–[46]. This observation emphasizes the important role of down-regulated BMP signaling for the diminished differentiation potential of *in vitro* aged MSCs. Results from several studies have led to the assumption that the BMP pathway cooperates with other pathways, especially the canonical Wnt-signaling [46]–[48], to drive osteogenic differentiation. For example, the knock-out of the Wnt/ß-catenin antagonist Axin2 leads to enhanced nuclear accumulation of ß-catenin and increased levels of BMP2, BMP6 and phosphor-Smad, which further promotes osteogenic differentiation of osteoprogenitor cells and enhances bone formation *in vitro* and *in vivo*, respectively [49], [50]. In both studies, the effect of the Axin2 knockout on BMP-signaling and osteogenic differentiation could be reversed by ß-catenin inactivation. Collectively, there is growing evidence suggesting that osteogenic differentiation of osteoprogenitor cells is highly dependent on the cross talk between Wnt and BMP signaling [46]. Moreover, aMSCs and yMSCs exhibit exclusive expression of several genes belonging to the Notch signaling pathway upon *in vitro* aging. 

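Notch1, a receptor of the pathway, was higher in late passages, by 1.43 on the log2 scale at P30 and 1.20 at P100 (standard error 0.21 each, n = 6 arrays against 6, adjusted p = 2.3e-05 and 0.000107 from limma). Its log2 signal was 4.53 ± 0.02 in yMSCs P2, 4.53 ± 0.07 in aMSCs P2, 5.75 ± 0.92 in yMSCs P30 and 6.16 ± 0.22 in aMSCs P30 (SD, n = 3 each). Hey2, a transcriptional repressor that Notch induces, fell by 1.18 to P30, and Psenen, a subunit of the secretase that cleaves the receptor, fell by 0.77 (standard errors 0.12 and 0.19). The ligand Jag1 fell by 2.09 to P100 (standard error 0.18). Of 18 tested genes of the pathway, 3 rose and 2 fell to P30, and 2 rose and 4 fell to P100, the same adjusted over the list alone. At P30 the median was -0.01 and the mean 0.06, and at P100 0.11 and -0.06, so that the signs differed (adjusted p = 0.762 and 0.979 from camera). Of 26 genes of the pathway on the array, 13 were detected in yMSCs P2, 16 in aMSCs P2, 11 in yMSCs P100 and 13 in aMSCs P100. None was detected in all groups of P30 and P100 and not at P2, although Notch1 and Lfng were not detected at P2 and missed this pattern narrowly in a late group.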

The Notch signaling pathway is known to suppress osteogenic differentiation and markedly decreases trabecular bone mass in adolescent mice [51]. Thus, the observed alterations in Tgf/Bmp-, Wnt-, Pparγ-, Mapk- and Notch signaling pathway might act together and lead to the loss of differentiation ability after long-term culture. Altogether, transcriptomes of *in vitro* aged aMSCs and yMSCs are clearly distinct from primary MSCs (approx. 85% correlation); therefore a complete loss of progenitor characteristic with long-term cultivation is reasonable to expect. In conclusion, long-term survival of MSCs in culture is achieved at the cost of differentiation potential. Furthermore, *in vitro* cell culture conditions favor expansion of cells with high proliferation potential rather than those with high differentiation potential. Here we have shown that *in vitro* aged MSCs express common markers of the MSCs phenotype, which highlights the lack of reliable markers for multipotent MSCs.

### Altered morphology and migration potential upon *in vitro* aging

Apart from the negative influence of *in vitro* aging on MSC differentiation potential, extended long-term culture might also lead to other functional alterations. For instance, recently we and others have shown that chronological aging has a significant impact on cell migration, cytoskeleton organization and actin turn-over [10], [52]. As MSCs for each therapeutic approach crucially rely on proper migration towards stimuli for functional engraftment, we analyzed aMSCs and yMSCs for this aspect in more detail. Random (undirected) migration potential of MSCs in our study was affected by both *in vitro* aging status and age of donor animals. Cellular migration, which requires coordinated contact to the extracellular substrate followed by detachment, strongly depends on local cytoskeleton organization and actin turn-over [53]. The impact of local actin organization for migration is accented by the importance of lamellipodia, fillopodia and focal complex formation for cellular migration [54]. In line with the reduced MSC migration potential upon in vitro and chronological aging, diminished expression of genes associated with focal adhesion and actin cytoskeleton organization was observed. 

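Of 33 genes of focal adhesions 3 were higher and 1 was lower in aMSCs P2 than in yMSCs P2 (4 and 1 adjusted over the list alone), with a median log2 fold change of 0.18. Tns1, tensin, which ties integrins to actin, was higher by 1.08 (standard error 0.22, n = 3 arrays against 3), and Actn2, the α-actinin of striated muscle, had -1.19 (standard error 0.17). In the section of Table S6, chosen on these arrays, 4 of 36 genes were lower and none higher. For the tested list camera gave an adjusted p = 0.0218, and an adjusted p = 0.524 with an estimated correlation. The call ended without yMSCs P2 replicate 1 (0.0738), yMSCs P2 replicate 3 (0.0614) or aMSCs P2 replicate 3 (0.142). Of 48 genes of the actin cytoskeleton 0 passed in limma at P2 (2 at an unadjusted p under 0.05), where Actb, β-actin, had 0.14 (standard error 0.10), and the list's median was 0.08 (adjusted p = 0.323). At P100 5 genes of the actin list were higher and 5 lower in aMSCs than in yMSCs. With passage, 12 focal adhesion genes fell and 3 rose in aMSCs P100 (adjusted p = 0.038, and adjusted p = 0.415 with an estimated correlation), a call that ended without aMSCs P2 replicate 3 (0.0803) or aMSCs P100 replicate 3 (0.107).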

Differential gene regulation was more prominent between primary and long-term cultivated cells than between aMSCs and yMSCs of the same passage as reflected by a higher number of affected genes, higher degree of differential expression as well as lower p-values. 

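From P2 to P100, 37.5% of the genes tested changed, and from P2 to P30 34.9%, against 4.05% between aMSCs and yMSCs at P2. Over all 9531 genes the median absolute log2 change was 0.444 from P2 to P100 and 0.142 between the donor ages at P2, while among the genes past the threshold, which selects for large changes, the median fold was 1.93 and 2.12. Mfap5, a protein of elastic microfibrils, fell by 5.96 on the log2 scale to P100 (standard error 0.27, n = 6 arrays against 6). Dync1i1, a chain of the motor dynein, was among the genes that differed most with donor age at P2 (-3.40, standard error 0.16, n = 3 against 3). The comparisons of P2 with later passages also part the arrays of lower and higher background. The comparison of P100 with P30 does not, and there 12% of genes changed, with a median absolute log2 change of 0.198 over all genes. Between the donor ages 17.6% of genes differed at P30 and 19% at P100, with medians of 0.267 and 0.292, more than between these 2 passages. The count at P30 rests on aMSCs P30 replicates 1 and 2, since 1681 genes became 1079 without replicate 2 and 537 without both, an alternative chosen after seeing the data. The comparisons of passage hold 6 arrays on either side and those of donor age 3, so that the shares rest on unlike numbers of arrays. Within a single donor age, where both sides hold 3 arrays, 32.7% of genes changed from yMSCs P2 to yMSCs P30 and 39.3% from aMSCs P2 to aMSCs P30.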

By immunofluorescence analysis, we demonstrated that during long-term cultivation size of aMSCs and yMSCs as well as their filopodia and lamellipodia number decreases, while their cell roundness increases. 

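Rock1, a kinase that activates myosin in stress fibers, fell by 1.14 on the log2 scale from P2 to P30 and fell by 1.03 to P100 (standard error 0.21 each, n = 6 arrays against 6), and its relative Rock2 fell by 0.67 to P30 and fell by 0.95 to P100 (standard error 0.12 each). Itga1, the integrin chain for collagen, fell by 1.10 to P30 and fell by 1.53 to P100 (standard error 0.31 each), although the fall to P30 did not pass on its own spread alone. Itga5, the chain for fibronectin, rose by 1.54 to P30 and had 0.38 at P100 (standard error 0.24 each). Cfl1, cofilin, and Pfn1, profilin, which turn over actin filaments, had -0.28 and -0.13 at P100 and did not pass the test (standard errors 0.08 and 0.15, adjusted p = 0.00395 and 0.476 from limma, folds under 1.5). Over the cytoskeletal families that the paper names, 10 of 24 genes fell to P100 and 1 rose, the same adjusted over the list alone (adjusted p = 0.027 from camera, and adjusted p = 0.371 with an estimated correlation). The list also passed in aMSCs P100 (10 lower, adjusted p = 0.0129, estimated 0.363) and between P100 and P30 (3 lower, adjusted p = 0.00354, estimated 0.533), but not in yMSCs P100 (0.124) or at P30 (0.762).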

Correspondingly, with increasing passage number we observed a donor-age independent decline in mRNA expression of specific genes subsets encoding cytoskeletal and focal adhesion proteins such as integrins, alpha-actinins, actin related protein 2/3 complex, Rho-associated coiled-coil forming kinases (ROCK), cofilin, and profilin.

Although undirected transmigration rather than chemotaxis was investigated, it needs to be highlighted that we further observed a down-regulation of mRNAs of several chemokines, cytokines and their receptors during chronological and *in vitro* aging, e.g. stromal cell-derived factor 1 (Sdf-1) and its receptor (Cxcr4). 

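Cxcl12, the ligand that holds stem cells in the marrow, and Cxcr4, its receptor, were both lower after passage in yMSCs. The log2 signal of Cxcl12 was 11.84 ± 0.72 in yMSCs P2, 9.25 ± 0.04 in yMSCs P30 and 8.35 ± 0.04 in yMSCs P100 (SD, n = 3 each). In aMSCs it was 10.84 ± 0.55 at P2, 9.25 ± 0.05 at P30 and 10.88 ± 0.15 at P100 (SD, n = 3 each). The fall in aMSCs passed at P30 (-1.59, standard error 0.28) and not at P100 (0.04, standard error 0.28), and Cxcl12 was higher in aMSCs P100 than in yMSCs P100 (2.53, standard error 0.28). Cxcr4 fell by 2.07 in yMSCs and fell by 0.91 in aMSCs to P100 (standard error 0.27 each), and was lower in aMSCs P2 than in yMSCs P2 (-1.27, standard error 0.27), although the latter did not pass on its own spread alone and the fall in aMSCs P100 not in the series matrix values (adjusted p = 0.0899). Ccl2, which draws monocytes, fell by 5.30 to P30 over both donor ages (standard error 0.47, n = 6 against 6). Of 24 tested chemokines, interleukins and receptors 14 fell to P30 and none rose, and 11 fell and 2 rose to P100, with the same counts adjusted over the list alone. Camera gave an adjusted p = 0.0114 at P30 (adjusted p = 0.405 with an estimated correlation, and 0.0793 in the series matrix values) and 0.0848 at P100, where the list passed without the detection filter (0.0286), yMSCs P2 replicate 1 (0.0463) or aMSCs P2 replicate 2 (0.0372). Between aMSCs P2 and yMSCs P2, 1 gene of the list was higher, the interleukin Il6 (1.11, standard error 0.25, not passing without yMSCs P2 replicate 1, where its adjusted p was 0.0529), and 3 were lower (2 and 4 adjusted over the list alone). Macrophage markers fell beside them from P2 to P30, 17 of 21 with a median of -1.62 (adjusted p = 1.21e-08, and adjusted p = 0.302 with an estimated correlation). These markers were also lower in aMSCs P2 than in yMSCs P2 (adjusted p = 1.12e-16 from camera, and adjusted p = 0.282 with an estimated correlation). Over the 6 arrays of P2, the deviations of Cxcr4 had a correlation of 0.771 with their mean. 

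**Figure D2:**
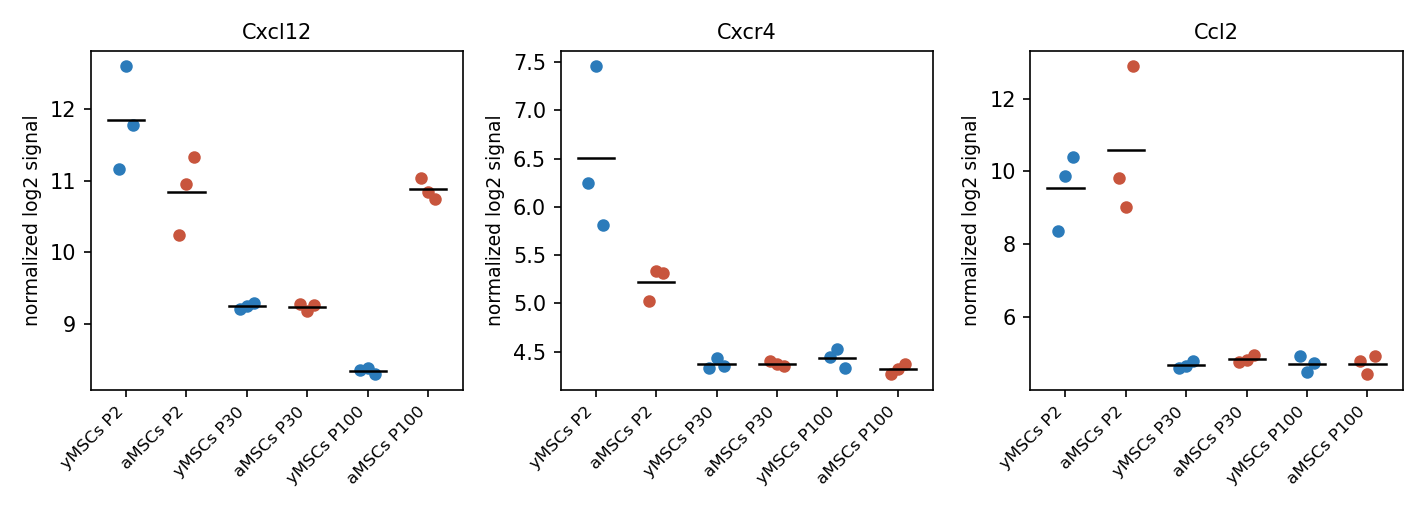
Normalized log2 signal of Cxcl12, Cxcr4 and Ccl2 on each of the 18 arrays; each point is 1 array and each line the mean of the 3 arrays of a group. For Ccl2 the 6 arrays of P2 lie above the 12 arrays of P30 and P100.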

On molecular level, it is assumed that specific chemokines and their receptors play a critical role to direct MSCs to their desired site of action. Studies investigating skeletal repair and systemic skeletal disorders in animal models showed that CXCR4 and SDF-1 recruit MSCs to the fracture site and prevent bone loss [55].

### Oxidative stress might cause the decline of MSC functionality upon *in vitro* aging

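Genes of glutathione metabolism and antioxidant defence fell more often than they rose. Of 40 tested genes 17 fell and 4 rose from P2 to P30, and 16 fell and 6 rose from P2 to P100, with the same counts adjusted over the list alone. Sod3, the superoxide dismutase outside the cell, fell by 3.93 on the log2 scale to P30 and fell by 5.98 to P100 (standard error 0.18 each, n = 6 arrays against 6). Gpx3, a secreted glutathione peroxidase, fell by 3.92 to P30 and fell by 6.86 to P100 (standard error 0.19 each). Idh2, which makes NADPH in mitochondria, rose by 1.16 to P30 and Txnrd2, the mitochondrial thioredoxin reductase, by 1.04 (standard errors 0.09 and 0.14). The list had a median of -0.40 at P30 (adjusted p = 0.0023 from camera, and adjusted p = 0.427 with an estimated correlation) and -0.25 at P100 (adjusted p = 0.014, and adjusted p = 0.524 with an estimated correlation).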

Transcriptome analysis revealed a passage-dependent decline in the expression of mRNA associated with mitochondria, oxidative phosphorylation, glutathione metabolism, and antioxidant defense. These expression changes were accompanied by altered mitochondria morphology, reduced antioxidant capacity, increased ROS levels, enhanced ΔΨms, and diminished intracellular ATP concentrations. Dysfunctional mitochondria, which are a natural source of free radicals and ROS, lead to increased intracellular ROS concentration, impaired ATP production and causes stress-induced senescence in normal somatic cells as well as in MSCs [56]–[58]. This together suggests that the higher expression of senescence markers in long-term cultured MSCs may be caused by increased intracellular stress. In human ESCs and iPSCs alterations in mitochondrial proliferation and development were associated with loss of pluripotency [18]. ESCs and iPSCs that demonstrate reduced mitochondrial number and activity suppress the mitochondrial/oxidative stress pathway. Moreover, iPSCs exhibit alterations of senescence-related p53 signaling pathway compared to their differentiated and subsequently transformed cellular origin. Furthermore, long-term cultured hESCs are characterized by dysfunctional mitochondria potentially compromising their long-term pluripotency [59]. Similar to our observations, the same study associated an elevated mitochondria network volume with increased ΔΨm and ROS levels. These changes were attributed to a diminished removal of damaged mitochondria and/or fusion of existing mitochondria in order to compensate for mitochondrial dysfunction. Although chronological aging also affects MSCs antioxidant capacity and glutathione metabolism, we find no difference in the basal ROS levels comparing aMSCs and yMSCs. This observation is in line with other studies demonstrating unaffected ROS production in cells from aged and young adult rats [60]. Thus, our findings suggest that increased intracellular oxidative stress could be the basis for the progressive functional decline of aMSCs and yMSCs during long-term *in vitro* culture. 

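Between aMSCs P2 and yMSCs P2, 1 of 40 genes of glutathione metabolism and antioxidant defence was higher and 2 were lower, the same adjusted over the list alone. Sod3 was the gene that was higher in aMSCs, with a log2 fold change of 1.27 (standard error 0.25, n = 3 arrays against 3). Lower were the microsomal glutathione transferases Mgst1 (-1.76, standard error 0.29) and Mgst2 (-1.62, standard error 0.25). The list had a median of -0.03 (adjusted p = 0.603 from camera). For oxidative phosphorylation 0 of 56 genes passed in limma at P2 (0 at an unadjusted p under 0.05), with a median of -0.10 (adjusted p = 0.323). At P100 Mgst1 was higher in aMSCs than in yMSCs, by 5.13 (standard error 0.29).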

Mitochondrial dysfunction marked by increased ROS concentrations may lead to DNA and protein damage, which in turn might activates p53 signaling increasing the amount of senescent and dysfunctional cells. These detrimental effects seem to occur independently of the donor age during *in vitro* expansion and support the idea that chronological and *in vitro* aging are distinct processes.

## Conclusion

Long-term *in vitro* culture, but not chronological aging, compromises the osteogenic and adipogenic differentiation capacity of MSCs and alters their morphology, susceptibility to senescence and mitochondrial function. Accordingly, transcriptome analysis revealed that chronological and *in vitro* aging results to a large extent in divergent changes at the molecular level. Thus, independent from donor animal age, *in vitro* aging of MSCs seems to result in complete loss of their progenitor characteristics. 

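Igf2, insulin-like growth factor II, was lower with donor age at P2 (-2.42 on the log2 scale, standard error 0.16, n = 3 arrays against 3) and fell by 4.00 from P2 to P30 (standard error 0.11, n = 6 against 6). Prelp, a proteoglycan of basement membranes, was higher with donor age (1.83, standard error 0.26) and fell by 2.40 from P2 to P30 (standard error 0.18). Of the 386 genes that differed between aMSCs P2 and yMSCs P2, 30 were higher and 146 lower both with age and from P2 to P30, and 99 moved in opposite ways. If both sets were independent, 28, 40 and 67 genes would be shared in these ways. The macrophage and monocyte markers were lower in both comparisons, 10 of 21 in aMSCs P2 and 17 at P30. With the change from P2 to P100, 172 genes moved the same way and 128 the opposite way (by chance 32 higher, 40 lower and 72 opposite). The age and passage comparisons share the arrays of P2. The comparison of P100 with P30 uses none of them, and there 51 genes moved the same way and 87 the opposite way (by chance 11 higher, 12 lower and 23 opposite, correlation of all genes -0.063). Across the 9531 genes, which are not independent replicates, the log2 fold changes with age and to P30 had a correlation of 0.043, and with age and to P100 of 0.003. Random values without any effect, drawn for each gene on its own on the same shared arrays, gave -0.045 to 0.035 and -0.039 to 0.034. These centre on 0 by the form of the comparisons. The correlation with P30 is small and lies above that range, as does its covariance (0.012, highest simulated 0.001), while the correlation with P100 lies inside it. Genes that vary together would widen such a range, and values without effects have small covariances by construction. The simulation therefore cannot decide whether either correlation differs from 0. From specific differences in function and divergent changes in the molecules, the paper proposes that aging of the donor and aging in culture act on MSCs in different ways.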

Although, *in vitro* aging alters the migration potential and antioxidative capacity of MSCs as a function of the donor age, results of this study collectively suggest that both are distinct processes. Even if our present study is in some way limited by the usage of rat MSCs instead of human MSCs, it provides direct comparison between *in vitro* and chronological aged MSC not only at the cellular but also at the molecular level. Perspectively, therapeutic approaches utilizing MSCs should critically review *in vitro* expansion.

## Supporting Information

Figure S1 **Cell roundness increases during long term culture of aMSCs and yMSCs.** Actin fibers were stained with Alexa 594-conjugated phalloidin (6.6 nM). Nuclei were counterstained with DAPI. Fluorescence images were taken under identical excitation and exposure conditions. Cell roundness were quantified using Columbus 2.0 software (PerkinElmer) and results are presented as mean ± standard error of the mean (SEM). Abbreviations: aMSCs, mesenchymal stromal cells from aged donors; yMSCs, mesenchymal stromal cells from young donors; P, passage; * indicates statistical significance (p<0.05).
(TIF)

Figure S2 **Cell surface marker pattern of long-term cultivated aMSCs and yMSCs of passage 100.** MSC phenotype was characterized by flow cytometry (n = 3). Representative pictures are shown: Both aMSCs and yMSCs of passage 100 were positive for CD29, CD44, CD73, CD90, CD105, CD106, CD166 and RT1A as well as negative for CD45, CD34 and RT1B. Abbreviations: aMSCs, mesenchymal stromal cells from aged donors in passage 100; yMSCs, mesenchymal stromal cells from young donors in passage 100.
(TIF)

Figure 3 **Down-regulation of Bmpr1a, Bmpr1b and Bmpr2 as well as Bmp6 after long-term cultivation.** Diagrams show mRNA expression levels of BmpR1a, BmpR1b, BmpR2, Bmp6 and Bmp2 normalized to Eef1a. Abbreviations: aMSCs, mesenchymal stromal cells from aged donors; yMSCs, mesenchymal stromal cells from young donors; eEf1a, Elongation factor 1-alpha; BmpR1a, Bone morphogenetic protein receptor type-1a; BmpR1b, Bone morphogenetic protein receptor type-1b; BmpR2, Bone morphogenetic protein receptor type-2; Bmp6, Bone morphogenetic protein 6. (n = 3) * indicates statistical significance (p<0.05).
(TIF)

Table S1 **Antibodies used for flow cytometry.**
(DOC)

Table S2 **Primer sequences used for quantitative RT-PCR.**
(DOC)

Table S3 **Exclusively expressed mRNAs in primary MSCs of passage 2.**
(DOC)

Table S4 **Exclusively expressed mRNAs in long-term cultivated MSCs of passage 30 and 100.**
(DOC)

Table S5 **Genes with up-regulated expression after long-term cultivation.**
(DOC)

Table S6 **Genes with down-regulated expression after long-term cultivation.**
(DOC)

# Supplementary material for: Functional Comparison of Chronological and In Vitro Aging: Differential Role of the Cytoskeleton and Mitochondria in Mesenchymal Stromal Cells
**Source:** PLoS One. 2012 Dec 28;7(12):e52700. doi: 10.1371/journal.pone.0052700
**Supplement:** Table S1 — Antibodies used for flow cytometry.

| **Table S1: Antibodies used for flow cytometry** | | |
| --- | --- | --- |
|  |  |  |
| **Target** | **Antibody** | **Supplier** |
| CD29 | hamster(α-rat CD29) | BD Biosciences, Germany, www.bdbiosciences.com |
| CD73 | mouse(α-rat CD73) | BD Biosciences, Germany, www.bdbiosciences.com |
| RT1A | mouse(α-rat RT1A [MHC class I]):FITC | BD Biosciences, Germany, www.bdbiosciences.com |
| RT1B | mouse(α-rat RT1B [MHC class II]):PE | BD Biosciences, Germany, www.bdbiosciences.com |
| CD45 | mouse(α-rat CD45) | Acris Antibodies, Germany, www.acris-antibodies.com |
| CD90 | mouse(α-rat CD90) | Acris Antibodies, Germany, www.acris-antibodies.com |
| CD44 | mouse(α-rat CD44) | AbD Serotec, UK, www.abdserotec.com |
| CD34 | mouse(α-rat CD34):FITC | Santa Cruz Biotechnology, Germany, www.scbt.com |
| CD105 | mouse(α-rat CD105) | Santa Cruz Biotechnology, Germany, www.scbt.com |
| CD166 | rabbit(α-rat CD166) | Biolegend, Germany, www.biolegend.com |
| - | isotype Armenian hamster IgG:FITC | Biolegend, Germany, www.biolegend.com |
| - | rat (α-mouse IgG):PE | BD Biosciences, Germany, www.bdbiosciences.com |
| - | donkey (α-rabbit IgG):Cy5 | Dianova, Germany |

# Supplementary material for: Functional Comparison of Chronological and In Vitro Aging: Differential Role of the Cytoskeleton and Mitochondria in Mesenchymal Stromal Cells
**Source:** PLoS One. 2012 Dec 28;7(12):e52700. doi: 10.1371/journal.pone.0052700
**Supplement:** Table S2 — Primer sequences used for quantitative RT-PCR.

| **Table S2: Primer sequences used for quantitative RT-PCR** | |  |
| --- | --- | --- |
|  |  |  |
| **Gene Symbol** | **Forward** | **Reverse** |
| *BmpR1a* | AGCCCTACATCATGGCTGAC | CTTCAAAACGGCTCGAAGAC |
| *BmpR1b* | TTGATTGAGCAATCGCAGAG | CAGAATGTTCTCGTGCCTCA |
| *BmpR2* | ACAAGACCTTGGGATTGGTG | TGAGGGTGGGGTGGTAGTTA |
| *Bmp6* | TAGCAATCTGTGGGTGGTGA | ACCTCGCTCACCTTGAAGAA |
| *Gapdh* | ATGGGAAGCTGGTCATCAAC | GTGGTTCACACCCATCACAA |
| *Actb* | TGTCACCAACTGGGACGATA | GGGGTGTTGAAGGTCTCAAA |
| *Eef1a* | CCCTGTGGAAGTTTGAGACC | CTGCCCGTTCTTGGAGATAC |

# Supplementary material for: Functional Comparison of Chronological and In Vitro Aging: Differential Role of the Cytoskeleton and Mitochondria in Mesenchymal Stromal Cells
**Source:** PLoS One. 2012 Dec 28;7(12):e52700. doi: 10.1371/journal.pone.0052700
**Supplement:** Table S3 — Exclusively expressed mRNAs in primary MSCs of passage 2.

**Table S3: Exclusively expressed mRNAs in primary MSCs of passage 2**

# Supplementary material for: Functional Comparison of Chronological and In Vitro Aging: Differential Role of the Cytoskeleton and Mitochondria in Mesenchymal Stromal Cells
**Source:** PLoS One. 2012 Dec 28;7(12):e52700. doi: 10.1371/journal.pone.0052700
**Supplement:** Table S4 — Exclusively expressed mRNAs in long-term cultivated MSCs of passage 30 and 100.

**Table S4: Exclusively expressed mRNAs in long-term cultivated MSCs of passage 30 and 100**

| **Notch signaling pathway (p=0,021; n=3)** | |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ACCESSION | Name | yMSCs P 30 | | aMSCs P30 | | yMSCs P100 | | aMSCs P100 | |
| AVG | PDet. | AVG | PDet. | AVG | PDet. | AVG | PDet. |
| XM_576312 | PREDICTED: Rattus norvegicus E1A binding protein p300 (Ep300), mRNA. | 29.6 | **0.007** | 24.9 | **0.007** | 25.9 | **0.007** | 26.2 | **0.006** |
| NM_133393 | Rattus norvegicus lunatic fringe gene homolog (Drosophila) (Lfng), mRNA. | 41.3 | **0.004** | 27.5 | **0.006** | 31.9 | **0.006** | 20.2 | **0.008** |
| XM_342392 | PREDICTED: Rattus norvegicus Notch gene homolog 1, (Drosophila) (Notch1), mRNA. | 47.4 | **0.004** | 49.3 | **0.002** | 23.2 | **0.008** | 61.4 | **0.004** |
| **Cell cycle (p=0,015; n=7)** | |  |  |  |  |  |  |  |  |
| ACCESSION | Name | yMSCs P 30 | | aMSCs P30 | | yMSCs P100 | | aMSCs P100 | |
| AVG | PDet. | AVG | PDet. | AVG | PDet. | AVG | PDet. |
| XM_341713 | PREDICTED: Fanconi anemia, complementation group A (predicted) (Fanca_predicted), mRNA. | 70.0 | **0.002** | 78.5 | **0.000** | 54.4 | **0.002** | 46.0 | **0.004** |
| NM_133393 | lunatic fringe gene homolog (Drosophila) (Lfng), mRNA. | 41.3 | **0.004** | 27.5 | **0.006** | 31.9 | **0.006** | 20.2 | **0.008** |
| XM_216161 | PREDICTED: MAD2 (mitotic arrest deficient, homolog)-like 1 (yeast) (predicted) (Mad2l1_predicted), mRNA. | 38.5 | **0.004** | 30.9 | **0.004** | 38.2 | **0.004** | 28.2 | **0.006** |
| XM_575211 | PREDICTED: similar to DNA repair protein RAD51 homolog 1 (LOC499870), mRNA. | 35.6 | **0.004** | 23.3 | **0.008** | 38.1 | **0.004** | 27.2 | **0.006** |
| XM_235691 | PREDICTED: extra spindle poles like 1 (S. cerevisiae) (predicted) (Espl1_predicted), mRNA. | 86.6 | **0.002** | 103.1 | **0.000** | 90.2 | **0.001** | 55.6 | **0.004** |
| NM_153470 | leucine zipper, putative tumor suppressor 1 (Lzts1), mRNA. | 37.5 | **0.004** | 28.7 | **0.006** | 40.4 | **0.002** | 59.0 | **0.004** |
| XM_575668 | PREDICTED: similar to mKIAA0159 protein (LOC362438), mRNA. | 85.8 | **0.002** | 89.0 | **0.000** | 70.7 | **0.002** | 75.2 | **0.004** |
| **Receptor (p=0,034; n=11)** | |  |  |  |  |  |  |  |  |
| ACCESSION | Name | yMSCs P 30 | | aMSCs P30 | | yMSCs P100 | | aMSCs P100 | |
| AVG | PDet. | AVG | PDet. | AVG | PDet. | AVG | PDet. |
| NM_012852 | Rattus norvegicus 5-hydroxytryptamine (serotonin) receptor 1D (Htr1d), mRNA. | 31.4 | **0.005** | 28.4 | **0.006** | 30.7 | **0.006** | 27.1 | **0.006** |
| XM_233574 | PREDICTED: Rattus norvegicus similar to Ephb2 protein (LOC313633), mRNA. | 47.2 | **0.004** | 37.7 | **0.004** | 41.8 | **0.002** | 64.7 | **0.004** |
| XM_342392 | PREDICTED: Rattus norvegicus Notch gene homolog 1, (Drosophila) (Notch1), mRNA. | 47.4 | **0.004** | 49.3 | **0.002** | 23.2 | **0.008** | 61.4 | **0.004** |
| NM_017078 | Rattus norvegicus cholinergic receptor, nicotinic, alpha polypeptide 5 (Chrna5), mRNA. | 22.5 | **0.010** | 25.4 | **0.007** | 24.2 | **0.008** | 23.8 | **0.006** |
| NM_012832 | Rattus norvegicus cholinergic receptor, nicotinic, alpha polypeptide 7 (Chrna7), mRNA. | 26.4 | **0.007** | 24.8 | **0.007** | 24.5 | **0.008** | 23.4 | **0.006** |
| XM_224604 | interleukin 17 receptor B | 22.1 | **0.010** | 23.5 | **0.008** | 21.7 | **0.008** | 22.7 | **0.007** |
| NM_001000998 | Rattus norvegicus olfactory receptor 1073 (predicted) (Olr1073_predicted), mRNA. | 32.5 | **0.005** | 32.3 | **0.004** | 27.6 | **0.007** | 27.2 | **0.006** |
| NM_033441 | Rattus norvegicus rhodopsin (Rho), mRNA. | 26.8 | **0.007** | 28.8 | **0.006** | 25.5 | **0.007** | 27.2 | **0.006** |
| XM_576311 | PREDICTED: Rattus norvegicus androgen receptor-related apoptosis-associated protein CBL27 (Cbl27), mRNA. | 30.1 | **0.007** | 27.7 | **0.006** | 24.6 | **0.008** | 33.9 | **0.005** |
| NM_001008961 | Rattus norvegicus vomeronasal 1 receptor, e7 (V1re7), mRNA. | 27.2 | **0.007** | 29.5 | **0.004** | 29.8 | **0.006** | 22.5 | **0.007** |
| XM_222983 | PREDICTED: Rattus norvegicus similar to putative pheromone receptor (Go-VN2) (LOC289295), mRNA. | 26.9 | **0.007** | 24.0 | **0.008** | 23.7 | **0.008** | 27.8 | **0.006** |

# Supplementary material for: Functional Comparison of Chronological and In Vitro Aging: Differential Role of the Cytoskeleton and Mitochondria in Mesenchymal Stromal Cells
**Source:** PLoS One. 2012 Dec 28;7(12):e52700. doi: 10.1371/journal.pone.0052700
**Supplement:** Table S5 — Genes with up-regulated expression after long-term cultivation.

**Table S5: Genes with up-regulated expression after long-term cultivation**

# Supplementary material for: Functional Comparison of Chronological and In Vitro Aging: Differential Role of the Cytoskeleton and Mitochondria in Mesenchymal Stromal Cells
**Source:** PLoS One. 2012 Dec 28;7(12):e52700. doi: 10.1371/journal.pone.0052700
**Supplement:** Table S6 — Genes with down-regulated expression after long-term cultivation.

**Table S6: Genes with down-regulated expression after long-term cultivation**

How the deposited data were processed for this re-analysis (not part of the article)

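Bone marrow MSCs of male Sprague-Dawley rats, from young donors of 3 weeks (yMSCs) and aged donors of 12 months (aMSCs), were measured after P2, P30 and P100 on RatRef-12 BeadChips, with 3 arrays in each of 6 groups. The cells had been selected by plastic adherence, and the paper describes no sort of the cells before the arrays. Each array was assigned to its donor age, passage and replicate number by its label, and the replicate numbers do not pair arrays of different groups.

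The authors deposited a table in which each intensity is the mean bead signal of a probe, neither background-subtracted nor normalized between arrays. Beside each intensity the deposited table gives a detection p-value, which in the values is the rank of the probe's signal against the negative control beads of its array, in steps of 1 in 825. The authors also deposited intensities that had been background-subtracted and normalized with the rank invariant algorithm in BeadStudio 3, and these were used as an alternative. Set against each other, the normalized intensities of an array are a straight line of its scanner intensities, with a slope of 1 for yMSCs P2 replicate 1 and yMSCs P30 replicate 1. The authors may thus have scaled the arrays of P2 and the later arrays each to a reference of their own, which no label states. In that case their intensities are not scaled between P2 and the later passages. The entries of 70 probes do not pair between both tables, and these probes were kept without a gene name.

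Of 22226 probes, 13192 carry a gene symbol in the annotation of the array and 9034 carry none. A probe without a symbol was taken as a gene of its own, and for a gene with several probes the probe with the highest mean over all arrays was used. Genes were tested where the mean detection p of the 3 arrays of at least 1 group was at most 0.01, the detection limit of the paper, which kept 9531 genes, 6837 of them named. Log2 values came from the function neqc of limma 3.58.1 in R 4.3.3, that is a normexp background correction by the detection p-values with an offset of 16, and quantile normalization between arrays.

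The depth of an array is its signal over background. On the 6 arrays of P2 the median intensity of detected probes was 5.37 to 6.31 times that of undetected probes, and on the 12 later arrays 3.16 to 4.14 times. In all, 8608 to 9157 probes were detected on an array of P2 and 7593 to 9157 on a later one. A gene at the background in 1 group of a comparison has a fold that depends on the offset, and a gene detected in neither group was given no fold.

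The model in limma had 6 group means and no other term, fitted to all 18 arrays, with moderated t statistics (12 residual and 4.51 prior degrees of freedom) and Benjamini-Hochberg adjustment over the tested genes. A gene was called at an adjusted p under 0.05 with a fold of at least 1.5, the ratio that the paper states. The comparisons were P30 and P100 against P2 within each donor age, the mean of both donor ages for P30 against P2, P100 against P2 and P100 against P30, aMSCs against yMSCs at each passage, and the interaction of donor age with the change to P30 and to P100, 12 in all. Tested on simulated data, with 200 of 9531 genes changed, the procedure called 17 of 50 genes with a fold of 1.5, 41 of 50 with a fold of 2, 50 of 50 with a fold of 3 and 49 of 50 with a fold of 4 in the right direction, and 10 unchanged genes.

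Gene lists (51) were written from textbook knowledge and from the families that the paper names, and 45 of them, with at least 5 tested genes, were tested with camera of limma at its preset correlation between genes of 0.01, adjusted over the lists of a comparison. Beside it stand camera with the correlation estimated from the data and the rotation test fry. The lists of the supplementary tables were chosen by the study on these arrays, so they were counted and not tested. Genes detected only at P2, or only at P30 and P100, were counted from the mean detection p of each group, and list members among them with the hypergeometric distribution. Squared correlations were computed across all probes between the group means of the normalized signals on the linear scale.

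The genes named in the text were chosen by a rule: every gene that the paper's text names and the array holds; for each comparison of passage or donor age the 10 largest rises and the 10 largest falls among named genes past the threshold with no overlap between the arrays of both groups; up to 4 members of a described list, 2 from either end, or 2 of high signal where none passed; and up to 6 members of a table of the paper by their adjusted p. Values in the paper's tables had been seen when this rule was written. Pole3, the single falling gene in a count, Ephb2 and the genes named because they read low on 2 arrays were named after their values were seen.

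The comparisons, the lists, the rule and the main alternatives were fixed before the data were examined. These alternatives were the authors' normalized intensities, median scaling, scaling by invariant probes, no normalization, an offset of 50, a floor of 16, no filter on detection, detection on each array or a limit of 0.05, each probe counted, a fold of at least 2 or none, Student's t-test on the spread of each gene alone, array weights, only the compared groups in the fit, no term for donor age, the replicate number as a block, and leaving out each array in turn. Others were chosen after seeing the data: leaving out the 70 unpaired probes, leaving out arrays that stood apart, leaving out genes that read low on 2 arrays, counting only genes that changed in the same direction in both donor ages, and the authors' normalized intensities with the t-test. Other splits of the arrays were counted, 10 for 3 arrays against 3 and 100 drawn for the others. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

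The BeadChip of an array is not named in the deposited data, so it could not enter the fit. Western blots, quantitative RT-PCR, flow cytometry and the functional assays of the paper are not among the deposited data and were left out. Results that need items withheld from this text are not reported here.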

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

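The test of the background level among the brighter genes and the test of a separate hybridization or scanning set were chosen only after the result was seen.

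The change with passage was not the same in the arrays of both donor ages, by a direct test of the difference. The paper speaks of a pair of long-term cultures. At P30 and P100 a difference between donor ages therefore cannot be told apart from a difference between single cultures. It differed for 1123 genes at P30 and for 1311 genes at P100. The count at P30 depends on single arrays, with 725 to 2091 genes when 1 array is left out and 456 without aMSCs P30 replicates 1 and 2, while that at P100 stayed at 1037 to 1384. In the osteoblast list 10 of 19 genes went further up or less far down in aMSCs P100 and none the other way (11 adjusted over the list alone), with a median difference of 0.949 on the log2 scale (adjusted p = 2.36e-06 from camera, and adjusted p = 0.00318 with an estimated correlation). Dmp1, a protein of mineralizing matrix, had a difference of 6.80 and the transcription factor Dlx5 of 4.98. Of 7 imprinted growth genes 3 differed in the same direction, with a median of 0.926 (adjusted p = 0.000168, and adjusted p = 0.0157 with an estimated correlation), Igf2 by 7.55 and Dcn by 3.78. The macrophage and monocyte markers, which were lower in aMSCs P2 than in yMSCs P2, also passed both interactions in camera (adjusted p = 1.42e-06 at P30 and 0.00018 at P100, and 0.696 and 0.564 with an estimated correlation). Other splits of the arrays test the labels of the arrays alone and cannot exclude chance differences between cultures. Of 100 splits, 2 reached the count at P30, the real one and the exchange of whole groups (1175 genes), where the highest mixed split gave 832. At P100 2 reached it as well, the real one and the exchange of whole groups (1609), where the highest mixed split gave 1159. The exchange swaps both donor ages at 1 of the passages, which turns the difference between the age effects of both passages into their sum, so it is not a random split of the arrays.

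Several lists that the paper does not discuss moved from P2 to P30, by camera on the mean change of both donor ages, which need not hold within each. The extracellular matrix proteins other than collagens had a median log2 change of -0.663 (7 of 35 higher, 17 lower, adjusted p = 0.0047, estimated correlation 0.405), with Lum at -6.64 and Acan at 2.83. Matrix-degrading enzymes and their inhibitors had -1.093 (2 of 18 higher, 12 lower, 0.00021, estimated 0.0693), with Mmp23 at -3.77 and Mmp12 at -3.75. Senescence-associated secreted factors had -1.062 (3 of 30 higher, 19 lower, 7.74e-05, estimated 0.0693), with Mif, a cytokine, at 1.34 and Ccl2 at -5.30. Interferon-induced and antigen-presentation genes had -0.559 (0 of 18 higher, 7 lower, 0.0106, estimated 0.364), with RT1-A1 at -2.08 and Psmb8 at -1.58. The lysosome list had -0.525 (1 of 31 higher, 15 lower, 3.69e-05, estimated 0.185), with Ctss at -4.21 and Ctsk at -3.66, and the macrophage and monocyte markers -1.617 (0 of 21 higher, 17 lower, 1.21e-08, estimated 0.302). Mmp12 and Ctss, named here for other lists, are also among the macrophage and monocyte markers. Timp2, in the lists of matrix-degrading enzymes and secreted factors, is among the genes that read low on aMSCs P30 replicates 1 and 2 only.

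From P2 to P100 the medians were -0.381 for the extracellular matrix proteins (9 higher, 15 lower, adjusted p = 0.0251, estimated 0.524), -1.18 for matrix-degrading enzymes (1 higher, 10 lower, 0.000732, estimated 0.06) and -1.311 for secreted factors (4 higher, 18 lower, 0.000276, estimated 0.071), with Serpine2, a protease inhibitor, at 3.41. They were -0.59 for the lysosome (0 higher, 16 lower, 0.000102, estimated 0.272) and -1.85 for the macrophage and monocyte markers (0 higher, 17 lower, 6.99e-07, estimated 0.371). Smooth muscle contractile genes had -0.655 (1 of 10 higher, 5 lower, 0.0473, estimated 0.438), with Actg2 at -5.09, and this call ended without yMSCs P2 replicate 2 (0.0547), yMSCs P2 replicate 3 (0.0567), aMSCs P2 replicate 2 (0.0528), aMSCs P2 replicate 3 (0.0743) or aMSCs P100 replicate 3 (0.0533). The change of the extracellular matrix list to P100 was not the same in both donor ages, tested as an interaction (adjusted p = 0.00124 from camera, estimated 0.388).

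Between aMSCs P2 and yMSCs P2, imprinted growth genes had a median of -0.37 (0 of 7 higher, 3 lower, adjusted p = 2.11e-06, estimated correlation 0.00613), with Dcn at -2.79 and Igf2 at -2.42. Macrophage and monocyte markers had -0.971 (0 of 21 higher, 10 lower, 1.12e-16, estimated 0.282), with Apoe at -2.53, and chondrocyte markers -0.355 (0 of 5 higher, 1 lower, 0.00848, estimated 0.173), the single gene being Epyc at -0.84. Of these 3 lists the paper discusses none at P2.

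The arrays of P2 part from all others both in their genes and in their background. Taken here as the median intensity of the probes not detected on the array itself, the background was 1.49 times as high on the lowest later array as on the highest array of P2. An additive background would move dim genes most, but 34.2% of the 4765 brighter genes and 35.6% of the 4766 dimmer genes changed from P2 to P30, and their ratio of 0.96 decides nothing, since it lies below 1 but far from the low ratio set beforehand as the sign of a background effect. For the brighter genes the background is excluded as the whole cause for 95.1% of those changed (1551 of 1631), whose lowest group mean lay more than 49.8 above the background of its arrays, the level at which a shift by the whole range of the backgrounds (24.89) gives a fold of 1.5. For the dimmer genes it stays open, as does a separate hybridization or scanning of the P2 arrays, which no label names and whose effect on single genes was not measured. The change of passage, which the design names, stays open beside it.

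Macrophages carried over into the P2 cultures are a candidate source of the macrophage and monocyte markers, since the 21 markers mostly went up and down together over the 6 arrays of P2 around their group means, with a median correlation of 0.74 against -0.005 for random lists (95th percentile 0.118), the percentile of the real list being 100 among 10000. Not all of them followed, as Cyba hardly moved (-0.15 to 0.09). The same source may reach other genes detected only at P2, for which the 413 genes outside the list had a median correlation of 0.04 with the markers against -0.129 for random lists (95th percentile -0.06), again at percentile 100, although 10.9% of them, 45 genes, had a correlation above 0.8 against 5% of random genes. Of the abundant markers, Apoe had log2 means of 10.78 in yMSCs P2 and 8.25 in aMSCs P2 and Ctss of 9.25 and 7.97, while Lgals3 was high in every group (11.03 to 12.52), and 3 of the 21 markers were detected in all late groups, 2 stand in another list and 4 in Table S3 or Table S4. Plastic adherence does not remove macrophages, no sort is described, and the methods state a check of surface markers by flow cytometry with antibodies that include CD45, while the result shown, negative for CD45, is of P100. A change of such genes within the MSCs stays open, and the lower level in aMSCs P2 was not tested against a lower share of macrophages.

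A set of 151 genes, 100 of them named, read over 1 log2 lower on aMSCs P30 replicates 1 and 2 than on every other array, with medians of 4.76 and 5.03 there and of 7.24 to 7.87 elsewhere, 7.38 on aMSCs P30 replicate 3, and no other pair of arrays had more than 1 such gene. A general loss of signal on both arrays is excluded, since the higher of them detected 1.04 times as many probes as replicate 3 (7951 and 7652 against 7648). The loss of a chromosome region cannot account for the set as a whole, since 20 of 100 placed genes had another within 5 tested genes. This was percentile 89.53 of draws (median 13, 99th percentile 25), so that such a loss stays open for a part of the set. Replicate 3 could be a mislabelled array, which cannot be told apart, since its mean correlation was higher by 0.003 with replicates 1 and 2 (0.965) than with the yMSCs P30 arrays (0.962), and at 58.28% of 501 other genes that part the 2 groups (292) it lay nearer to replicates 1 and 2. On each of the 17 other arrays that share was at least 81.19%. No other biological explanation was tested, since the arrays of a group differ in nothing that the labels name.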

How the results depend on the processing

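No named gene or list past its threshold reversed its direction under any alternative. Medians near 0 of lists that were not past it changed sign under some scalings, and 1 of the genes called in aMSCs P30 was called in the opposite direction in the authors' normalized intensities. Over the named genes, their direction and side of the threshold were kept in 7391 values under the alternatives and in 11660 with an array left out, while 247 and 317 were no longer past the threshold and 112 and 113 newly past it. For the gene lists 2887 and 4461 kept both, 141 and 56 were lost and 212 and 73 gained. Where a value below moved, the cause was not tested, apart from stricter or looser thresholds and smaller numbers of arrays, which change a count by their construction.

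The counts of changed genes followed the fold threshold. A fold of at least 2 left 1418 genes in yMSCs P30, 1806 in aMSCs P30, 1857 in yMSCs P100, 1768 in aMSCs P100, 1395 for P30 and 1631 for P100 over both donor ages, 453 between P100 and P30, 227, 800 and 795 between the donor ages at P2, P30 and P100, and 727 with a different P30 change. Without a fold threshold 5859 genes passed at P30, 5965 at P100 and 2211 between P100 and P30. Student's t-test after adjustment, on each gene's spread alone, gave 1697 in yMSCs P30, 295 between P100 and P30, and 6, 233 and 1038 between the donor ages at P2, P30 and P100. An offset of 50 gave 729 between P100 and P30. With only the compared groups in the fit, 238 genes differed with donor age at P2 and 705 at P30. Array weights gave 717 there at P2 and 2522 at P30, and 2862 and 2476 genes with a different P30 and P100 change.

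Among the alternatives chosen after seeing the data, counting only genes that changed in the same direction in both donor ages gave 1849 at P30 and 2193 at P100. Leaving out aMSCs P30 replicates 1 and 2 together gave 537 genes between the donor ages at P30 and 456 with a different P30 change, where replicate 3 stands alone and is taken to vary like the arrays of the other groups. The other added alternatives left every count of genes within 1.5 times.

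The replicate block changed no count of genes by much (3329 against 3327 at P30), and it ended the single list call between the donor ages at P30 (0 in camera). The authors' normalized intensities, median scaling, invariant-probe scaling, no normalization, the floor of 16, the detection filters and each probe counted kept every count of changed genes within 1.5 times, but not the split of it, with 1022 higher and 2385 lower at P30 without normalization. Relative to a median of all genes of 0.034 at P30, the authors' normalized intensities stood at -0.109 and values without normalization at -0.133.

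List calls depend on how far genes of a list vary together. With the correlation estimated from the data, camera called 0 lists in yMSCs P30, 2 in aMSCs P30, 2 in yMSCs P100, 0 in aMSCs P100, 0 each for P30, P100 and P100 against P30 over both donor ages, 1, 0 and 1 between the donor ages at P2, P30 and P100, and 0 and 2 for the different P30 and P100 changes. At an unadjusted p under 0.05 it called 10 where it had 0 in yMSCs P30, 6 in aMSCs P100, 11, 7 and 3 over both donor ages, 0 between the donor ages at P30 and 1 for the different P30 change. Fry called 29, 28, 29 and 30 lists in yMSCs P30, aMSCs P30, yMSCs P100 and aMSCs P100, 31, 33 and 16 over both donor ages, 11 and 22 between the donor ages at P30 and P100, and 10 for the different P30 change. Without the detection filter 23 lists passed at P100, and with median scaling 4 for the different P30 change.

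With each array left out in turn, the counts of genes ranged from 2765 to 3173 in yMSCs P30, 3357 to 4061 in aMSCs P30, 3412 to 3752 in yMSCs P100, 3361 to 3779 in aMSCs P100, 3257 to 3527 at P30 and 3508 to 3664 at P100 over both donor ages and 1045 to 1441 between P100 and P30. Between the donor ages they ranged from 286 to 398 at P2, 1079 to 2384 at P30 (1105 without aMSCs P30 replicate 1, 1079 without replicate 2) and 1533 to 2102 at P100. For the different P30 change they ranged from 725 to 2091 (732 without aMSCs P2 replicate 2, 725 without aMSCs P30 replicate 2, 2091 without aMSCs P30 replicate 3), and for the different P100 change from 1037 to 1384. The numbers of list calls ranged, in the same order, from 12 to 15, 11 to 13, 15 to 16, 14 to 17, 14 to 15, 13 to 16, 3 to 8 (3 without aMSCs P30 replicate 3), 5 to 8 (8 without aMSCs P2 replicate 1), 0 to 2 (0 without yMSCs P30 replicate 1 or aMSCs P30 replicate 3, 2 without yMSCs P30 replicate 2), 12 to 16, 2 to 5 (5 without yMSCs P2 replicate 1, yMSCs P30 replicate 3 or aMSCs P30 replicate 2, 4 without yMSCs P30 replicate 2) and 11 to 15.

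Detected genes ranged from 8618 to 8779 in yMSCs P2, 8603 to 8703 in aMSCs P2, 7931 to 8016 in yMSCs P30, 7501 to 7644 in aMSCs P30, 7567 to 7655 in yMSCs P100 and 8129 to 8492 in aMSCs P100 with an array left out, from 371 to 460 for those of P2 alone, 64 to 87 for those of P30 and P100 alone, and 6611 to 6694 in all groups. Detection on each array gave 138 genes of P2 alone and 9 of P30 and P100 alone, and a limit of 0.05 gave 51 of the latter. On the log2 scale the squared correlation within P2 was 0.9865, and its mean between P2 and later groups 0.915. The BeadChip as a block was not run, since no BeadChip is named, and the t-test gives no value for the interactions. Signal over background, lower on the later arrays, may limit which dim genes pass the detection limit there, which was not tested.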

Differences from the paper's values

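Of 74 values compared, 20 differ, 13 of them among 58 ratios of the supplementary tables. The counts of changed genes are higher here throughout, and they are set beside the paper's at its ratio of at least 1.5, with the p adjusted here, where the paper states a differential p under 0.05 and no adjustment. A value is said to differ where the larger is more than 1.5 times the smaller.

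From P2 to P30 the paper gives 1199 changed genes and the arrays gave 3327, the paper 460 higher against 1582, and the paper 739 lower against 1745. Of the alternatives set before the data were examined, a fold of at least 2 came within the paper's values (1395, 578 and 817) and all others stayed apart from them, among them Student's t-test at an unadjusted p (3122, 1524 and 1598). From P2 to P100 the paper gives 1542 changed genes against 3572, the paper 668 higher against 1799, and the paper 874 lower against 1773. Here a fold of at least 2 (1631, 733 and 898), and for the lower genes also an offset of 50 (1307), came within them, and all other alternatives set before the data were examined stayed apart, with 3433, 1719 and 1714 for the t-test. A fold of at least 2 drops 68 of the 147 genes of Table S5 and Table S6 that were called here at P30, and 74 of 176 at P100. Counting only genes that changed in the same direction in both donor ages, an alternative chosen after seeing the values, came within the paper's for the lower genes at P30 (928) and drops 47 of those 147 genes, and for the changed and the lower genes at P100 (2193 and 1124) it drops 44 of 176.

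The paper gives 124 genes specific to P30 and P100, and 77 were found here. Of the alternatives set before the data were examined, leaving out yMSCs P100 replicate 1 (83) or 3 (87) came within it, and the others did not, among them 9 with detection on each array, 51 at a limit of 0.05 and 78 counted as probes. The paper's 431 genes specific to P2 compare with 423, and its 7103 shared genes with 6641, which do not differ by the same measure.

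For ratios of single genes, the alternatives set before the data were examined were the authors' normalized intensities, median scaling, a floor of 16 and the replicate block. All of them stayed apart from the paper in the next 9 ratios. Rock1 in aMSCs P30 has a ratio of 0.162 in the paper and 0.313 here. The ratio of Bmp2 is 0.273 in the paper and 0.565 here for yMSCs P30, 0.189 in the paper and 0.495 here for yMSCs P100, and 14.371 in the paper and 4.72 here for aMSCs P100 against yMSCs P100. That of Bmp6 is 0.318 in the paper and 0.644 here for yMSCs P30, 0.145 in the paper and 0.392 here for aMSCs P30, 0.245 in the paper and 0.573 here for yMSCs P100, and 0.118 in the paper and 0.347 here for aMSCs P100. Pparg in aMSCs P30, the last of them, has 0.175 in the paper and 0.327 here. Bmp6 was not detected in any late group, nor were Bmp2 in yMSCs P30 and P100, Rock1 in aMSCs P30 or Pparg in aMSCs P30 and in both groups of P100, so these ratios depend on the offset.

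Pparg in yMSCs P100 has 0.04 in the paper and 0.127 here, and none of these alternatives came within it either. In yMSCs P30 it has 0.177 in the paper and 0.287 here, and in aMSCs P100 0.192 in the paper and 0.303 here, where the authors' normalized intensities came within the paper's values (0.224 and 0.219) and the others did not. Bmpr2 in yMSCs P100 has 0.788 in the paper and 1.2 here, where the authors' normalized intensities (1.06) and the floor of 16 (1.18) came within it, and median scaling and the replicate block did not. Over all genes of Table S5 and Table S6 that could be matched, the log2 ratios of the paper and those here had correlations of 0.852 to 0.983 in the comparisons made, and 0 genes that the paper calls were called in the opposite direction here.

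In direction, the paper places p53 signaling among the pathways that rise in culture. Of 19 p53 target genes 1 rose and 7 fell at P30, and 4 rose and 7 fell at P100, while of the 15 genes of its own section in Table S5, 9 rose in yMSCs P30 and 10 in each donor age at P100. The paper also reports more p21 and p16 protein by Western blot, which the arrays do not measure. The paper describes the rising pathways as stronger in aMSCs P100 than in yMSCs P100. Of 38 genes of DNA replication 0 were higher in aMSCs P100 in limma and 20 lower (27 genes at an unadjusted p under 0.05), and of 28 genes of mitosis 0 were higher and 7 lower (10 at an unadjusted p under 0.05), whereas the insulin section of Table S5 went with the paper (15 of 16 higher in aMSCs P100 and 7 in yMSCs P100).

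The paper lists focal adhesions and oxidative phosphorylation among the functions that fall. Of 33 genes of focal adhesions 8 rose and 7 fell at P30, and 3 rose and 9 fell at P100, where the direction goes with the paper. In its own section of Table S6, chosen on these arrays, 15 of 36 focal adhesion genes were lower and 0 higher in yMSCs P30, and 25 lower and 2 higher in aMSCs P30. Of 56 genes of oxidative phosphorylation 4 fell at P30, 5 at P100 over both donor ages and 13 in aMSCs P100, with 1 higher there. The list did not pass at P100 in camera, but did in the authors' normalized intensities (adjusted p = 0.00488), with median scaling (0.0309), without the detection filter (0.0145) and without aMSCs P100 replicate 3 (0.00487), while for glutathione and antioxidant defence 17 of 40 fell at P30. The paper sets a lower expression of focal adhesion genes beside the weaker migration in both kinds of aging, without naming a comparison. With donor age at P2, of the 33 genes 3 were higher and 1 was lower in aMSCs P2, while in the section of Table S6 4 of 36 were lower and 0 higher. The paper names cofilin and profilin among the falling genes, and Cfl1 and Pfn1 did not pass at P100 (-0.28 and -0.13), although Cfl1 had an adjusted p = 0.00395 from limma in the paper's direction with a fold under 1.5. Over the cytoskeletal families that it names, however, the direction goes with the paper, with 10 of 24 genes lower and 1 higher at P100 (adjusted p = 0.027 from camera, and adjusted p = 0.371 with an estimated correlation), and Rock1 and Rock2 fell there, with log2 fold changes of -1.03 and -0.95.

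From quantitative RT-PCR, which it sets beside its arrays, the paper states that Bmpr2 is lower at P100. On the arrays, a different method, Bmpr2 had 0.04 over both donor ages, while Bmp6 fell by 0.80 in yMSCs and had -1.53 in aMSCs. Bmpr1a, also named there, fell by 0.60 in yMSCs, a call that ended with a floor of 16 and without yMSCs P2 replicate 3 or yMSCs P100 replicate 2, and did not pass in aMSCs (-0.37). It reports lower Sdf-1 and Cxcr4 in both kinds of aging. In culture, Cxcl12 fell in yMSCs P100 (-3.49) but not in aMSCs P100 (0.04), while its receptor Cxcr4 fell in both. With donor age at P2, the mean signals of Cxcl12 and Cxcr4 were lower in aMSCs, which goes with the paper in direction. The paper describes the differences between aMSCs and yMSCs of each passage as minor, and 386 genes differed at P2, 1681 at P30 (537 without aMSCs P30 replicates 1 and 2) and 1813 at P100. Several Notch genes are described there as expressed in late passages alone, and of 26 on the array none was detected in all groups of P30 and P100 and not at P2. Notch1, which rose by 1.43 at P30, and Lfng were not detected at P2 and missed this pattern narrowly in a late group.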

Other observations

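Of 7 surface markers that the paper measured by flow cytometry, 5 fell from P2 to P30 and none rose, with a median log2 change of -0.68 (the same adjusted over the list alone, adjusted p = 0.0106 from camera, and adjusted p = 0.179 with an estimated correlation). The list passed in aMSCs P30 (adjusted p = 0.00342, estimated 0.199), where Thy1 of this list reads low on replicates 1 and 2 only. It passed in aMSCs P100 (0.0373, estimated 0.363), a call that ended without aMSCs P2 replicate 3 (0.0866) or aMSCs P100 replicate 3 (0.0615), but not in yMSCs P30 (0.169) or yMSCs P100 (0.15), nor at P100 over both donor ages (0.0669), where it passed with median scaling (0.0381), without the detection filter (0.00501) and without aMSCs P100 replicate 2 (0.0492). Nt5e, the enzyme CD73, fell by 2.58 and RT1-A1, a class I antigen, fell by 2.08 over both donor ages. Markers of stromal progenitors of the bone marrow were higher in aMSCs P100 than in yMSCs P100, 8 of 13 with 2 lower (the same adjusted over the list alone, adjusted p = 0.00232, and adjusted p = 0.193 with an estimated correlation). The transcription factor Prrx1 had 3.10 and the adhesion protein Vcam1 2.99, while Nes, nestin, had -3.31.

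Matrix and bone genes parted the donor ages at P100 as well. Of 35 extracellular matrix proteins other than collagens 17 were higher in aMSCs P100 than in yMSCs P100 and 5 lower (17 and 6 adjusted over the list alone, adjusted p = 0.000237, and adjusted p = 0.306 with an estimated correlation), with Aspn at 6.33 and Lama5, a laminin chain, at -1.69. In the osteoblast list 10 of 19 were higher and none lower (the same adjusted over the list alone, adjusted p = 1.01e-06, and adjusted p = 0.00304 with an estimated correlation), with Dmp1 at 5.40 and Tnfrsf11b, the decoy receptor osteoprotegerin, at 5.15. Cdkn1a, the kinase inhibitor p21, was lower in its mRNA at P30, with -1.34 in yMSCs and -0.88 in aMSCs, and at P100 in aMSCs (-1.29) but not in yMSCs (-0.06), so that it stood at -1.65 in aMSCs P100 against yMSCs P100. Over both donor ages its fall to P100 (-0.67) did not pass with a floor of 16 (-0.45) or on its own spread alone. By Western blot the paper found more p21 protein at P30 and P100 than at P2 in both donor ages, and protein is not measured by these arrays.

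Other splits of the arrays were counted for each comparison. For P30 against P2 over both donor ages the real split called 3327 genes and the highest of the other splits 1865, for P100 against P2 3572 and 1949, and for P100 against P30 1146 and 1033. In each case 1 of 100 splits, the real one, reached the count. Mixed splits put unlike arrays into a group, which widens the spread, and the median of the other splits was 0 genes. They test the labels of the arrays alone and cannot exclude chance differences between cultures. For 3 arrays against 3 the 10 splits are too few for a share under 0.05. There the real split (1 of 10) and the highest other gave, in limma, 3120 and 0 genes in yMSCs P30, 3741 and 0 in aMSCs P30, 3744 and 0 in yMSCs P100, 3595 and 0 in aMSCs P100, 386 and 42 between the donor ages at P2, 1681 and 551 at P30, and 1813 and 0 at P100.

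The first principal component of the 18 arrays held 47% of the variance and the next 16.7%. The replicate numbers do not join arrays of different groups, since 45 pairs of arrays with the same number had correlations of their deviations from the group means of -0.717 to 0.569, and 6 of them were above 0.1. The deviations of yMSCs P30 replicate 1 and aMSCs P100 replicate 2 had a correlation of 0.81, the highest of all pairs from different groups.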
